# Fatty acid synthase inhibition improves hypertension-induced erectile dysfunction by suppressing oxidative stress and NLRP3 inflammasome-dependent pyroptosis through activating the Nrf2/HO-1 pathway

**DOI:** 10.3389/fimmu.2024.1532021

**Published:** 2025-01-14

**Authors:** Jiaochen Luan, Mengchi Yu, Qi Gu, Xuan Zhou, Yunqiang Shao, Tong Chen, Jiayi Zhang, Zheng Zhu, Ninghong Song, Jie Yang

**Keywords:** erectile dysfunction, Fasn, Nrf2/HO-1, pyroptosis, hypertension

## Abstract

**Background:**

Erectile dysfunction (ED) is a prevalent male sexual disorder, commonly associated with hypertension, though the underlying mechanisms remain poorly understood.

**Objective:**

This study aims to explore the role of Fatty acid synthase (Fasn) in hypertension-induced ED and evaluate the therapeutic potential of the Fasn inhibitor C75.

**Materials and methods:**

Erectile function was assessed by determining the intracavernous pressure/mean arterial pressure (ICP/MAP) ratio, followed by the collection of cavernous tissue for transcriptomic and non-targeted metabolomic analyses. *In vitro*, a concentration of 10^-6^ M angiotensin II (Ang II) was applied to rat aortic endothelial cells (RAOECs) to establish a model of hypertension. *In vivo*, spontaneously hypertensive rats (SHR) were randomly divided into two groups. The SHR+C75 group received intraperitoneal injections of C75 at a dose of 2 mg/kg once a week. After five weeks of treatment, the erectile function of the rats was assessed, and penile tissues were harvested for further analysis. Molecular and protein expression were assessed using Western blotting, qRT-PCR, immunofluorescence staining, and immunohistochemistry.

**Results:**

The SHR exhibited ED, indicated by reduced maximum ICP/MAP ratios. Histologically, corpus cavernosum tissue of SHR showed elevated fibrosis and endothelial dysfunction. Additionally, increased expression of the NLRP3 inflammasome, Caspase-1, GSDMD, and the pro-inflammatory cytokines IL-1β and IL-18 was observed. Multi-omics analysis revealed significant enrichment in lipid metabolic pathways, with Fasn identified as a hub gene. *In vitro*, siFasn and C75 enhanced antioxidant markers Nrf2 and HO-1, reduced ROS accumulation, and suppressed NLRP3 and GSDMD levels. *In vivo*, C75 treatment restored endothelial function and reversed erectile dysfunction, accompanied by decreased oxidative stress and pyroptosis in the penile corpus cavernosum.

**Conclusion:**

These findings suggest that Fasn inhibition may offer a promising therapeutic strategy for hypertension-induced ED by alleviating oxidative stress and suppressing NLRP3 inflammasome-dependent endothelial cell pyroptosis *via* activation of the Nrf2/HO-1 pathway.

## 1 Introduction

Erectile dysfunction (ED) is a common male sexual disorder, characterized by the persistent inability to achieve or maintain an erection sufficient for satisfactory sexual intercourse for at least three months (1). ED is estimated to affect 150 million men globally (2). The pathophysiology of ED is complex, involving oxidative stress, inflammatory responses, vascular changes, and alterations in vasoactive substances (3). As penile erection relies on vascular events, including venous occlusion, various diseases that induce vascular changes, such as diabetes mellitus, metabolic syndrome, and hyperlipidemia, are linked to ED (4). Notably, hypertension is associated with an increased prevalence of ED, affecting up to 68% of individuals, which is 2-3 times higher than the general population (5, 6). Elevated blood pressure can severely damage the vascular system, increasing the risk of heart attacks, strokes, and chronic renal disease (7, 8). Previous studies have shown that the penile corpus cavernosum in spontaneously hypertensive rats (SHR) exhibits alterations in smooth muscle, endothelium, and extracellular matrix (9, 10). At the same time, dysfunctional β-adrenergic-mediated contraction and endothelium-dependent relaxation were observed in the penile corpus cavernosum in SHR, which may be related to the overproduction of cyclooxygenase products (11, 12). However, the exact mechanisms by which hypertension induces ED remain incompletely understood.

Emerging evidence highlights the critical role of lipid metabolism dysregulation in the development and pathophysiology of hypertension (13, 14). Short-chain fatty acids have been implicated in blood pressure regulation (15). Cao et al. demonstrated that alterations in the gut microbiome and lipid metabolism contribute to left ventricular hypertrophy in hypertensive individuals (16). Animal studies have shown that SHR have significantly elevated levels of plasma triglycerides and free fatty acids compared to Wistar-Kyoto (WKY) rats (17). Furthermore, research has established a non-linear positive correlation between the Metabolic Score for Visceral Fat and ED incidence (18). Despite these findings, the role of lipid metabolism in hypertension-induced ED remains underexplored. Fatty acid synthase (Fasn), encoded by the Fasn gene, is a key enzyme involved in the synthesis of long-chain fatty acids (19). While Fasn expression is typically low or absent in normal cells, it is upregulated under specific pathological conditions, including tumors, inflammatory diseases, and cardiovascular disorders (20–23).

Oxidative stress is characterized by excessive reactive oxygen species (ROS) production and an imbalance in antioxidant defenses (24). ROS are recognized as intracellular signaling molecules with cytotoxic effects and play a central role in oxidative stress (25). The production of ROS is closely linked to the onset of numerous diseases, including ED. Elevated oxidative stress in the penis of diabetic rat models is believed to contribute to ED progression (26). Maintaining ROS homeostasis through the antioxidant system is essential for physiological functions, such as cell signaling, cellular function, and metabolic regulation (27). Nrf2, a key transcription factor in the antioxidant stress response, regulates antioxidant genes, including HO-1, by binding to AREs (28). Pyroptosis is a form of programmed cell death associated with inflammation (29). This process, triggered by inflammasome activation, is marked by cell swelling, membrane rupture, and the release of intracellular contents, leading to a pronounced inflammatory response (30). The NLRP3 inflammasome activates pro-Caspase-1, which is subsequently processed into its active form. Caspase-1 promotes the maturation of IL-1β and IL-18, while also cleaving GSDMD into GSDMD-C and GSDMD-N (31). During pyroptosis, GSDMD-N inserts into the cell membrane, forming cytotoxic pores that compromise membrane integrity and facilitate the release of inflammatory mediators (32). Exogenous stimuli, such as LPS, can induce ROS production, activate the NLRP3 inflammasome, and trigger Caspase-1-dependent pyroptosis in cardiomyocytes (33). Research has shown that ROS generation plays a role in NLRP3 inflammasome-mediated pyroptosis, contributing to the pathogenesis of various inflammatory diseases, including heart failure (34), metabolic syndrome (34), diabetes (35), and liver fibrosis (36). Emerging evidence increasingly supports a role for pyroptosis in the progression of ED. Chen et al. demonstrated that a low androgenic state impairs erectile function by inducing pyroptosis (29). Further studies have shown that either the knockdown of NLRP3 or the administration of NLRP3 inhibitors can ameliorate erectile function by mitigating pyroptosis, particularly in diabetic rats with ED (37, 38).

Overall, we hypothesize that oxidative stress and NLRP3 inflammasome-dependent pyroptosis are critical in the pathogenesis of hypertension-induced ED. Using non-targeted metabolomics and RNA sequencing, this study investigates the mechanisms underlying hypertension-induced ED. Lipid metabolism and Fasn were identified as central players in this process. Knockdown of Fasn or treatment with C75, a Fasn inhibitor, reduced ROS levels and pyroptosis by activating the Nrf2/HO-1 pathway, ultimately improving endothelial dysfunction and reversing hypertension-induced ED. The therapeutic potential of C75 offers novel insights and a theoretical basis for treating hypertension-induced ED.

## 2 Methods

### 2.1 Animal procedures

The experiment utilized 10-week-old WKY rats (n = 20) as the control group (Norm group) and 10-week-old SHR (n = 20), sourced from Vital River Laboratory Animal Technology Co., Ltd. (Beijing, China). The study was approved by the Institutional Animal Care and Use Committee of Nanjing Medical University (Ethics Review Number: IACUC-2207013). All animals were acclimatized to a controlled environment (temperature: 22 ± 2°C; 12-hour light-dark cycle) for at least one week prior to the experiment. In the rescue experiment, the SHR+C75 group received intraperitoneal injections of the Fasn inhibitor C75 (Sigma-Aldrich, USA) at a dose of 2 mg/kg once a week for 5 weeks, dissolved in 8% DMSO. The SHR group was administered an equivalent volume of 8% DMSO *via* the same route (39).

### 2.2 Erectile evaluation

For physiological assessments, rats were anesthetized with intraperitoneal pentobarbital sodium (40 mg/kg). The carotid artery was exposed and cannulated to measure mean arterial pressure (MAP). Concurrently, a heparinized 25-gauge needle was inserted into the corpus cavernosum to record intracavernous pressure (ICP). The cavernous nerve was dissected from the outer edge of the prostate, and electrical stimulation was applied using a bipolar electrode (5V, 15 Hz, 0.2 ms pulse width) for 1 minute. The BL-420 S biological function system (Chengdu Taimeng Technology Co., Ltd., China) was used for pressure measurement and electrical stimulation generation. This procedure was repeated three times to ensure accuracy. Erectile function was evaluated by calculating the maximum ICP/MAP ratio. At the end of the experiment, rats were euthanized, and the corpus cavernosum tissue was collected.

### 2.3 Masson trichrome staining

The midshaft penile tissue was preserved in 4% paraformaldehyde overnight, then dehydrated, embedded in paraffin, and sectioned to a thickness of 5 µm. Masson’s trichrome staining was performed according to standard protocols, and the smooth muscle-to-collagen ratio was analyzed using ImageJ software (version 1.54d).

### 2.4 Immunofluorescence assay

Fluorescence microscopy was employed to assess the expression of target proteins in paraffin-embedded corpus cavernosum tissues and rat aortic endothelial cell (RAOECs). Sections were incubated overnight with primary antibodies at 4°C. The primary antibodies were as follows: anti-α-SMA (Proteintech, 14395-1-ap, 1:800), anti-VWF (Proteintech, 27186-1-ap, 1:100), anti-CD31 (Proteintech, 66065-2-Ig, 1:800), anti-eNOS (Cell signaling technology, 32027S, 1:200), anti-Nrf2 (Proteintech, 16396-1-ap, 1:100), anti-Fasn (ABclonal, A0461, 1:100), anti-HO-1 (ABclonal, A1346, 1:100), anti-NLRP3 (ABclonal, A5652, 1:100) and anti-NQO1(Abcam, ab80588, 1:50). After washing, they were incubated with the appropriate secondary antibodies for 1 hour. The secondary antibodies included goat anti-rabbit Alexa Fluor 488 (Abcam, Ab150077, 1:500), goat anti-rabbit Alexa Fluor 594 (Abcam, Ab150088, 1:500), and goat anti-mouse Alexa Fluor 594 (Abcam, Ab150116, 1:500). Nuclei were stained with DAPI (Beyotime, China). Images were captured using a Zeiss LSM 5 Live confocal microscope (Zeiss, Oberkochen, Germany) and analyzed using ImageJ software.

### 2.5 Immunohistochemistry

Corpus cavernosum tissues were fixed in 4% paraformaldehyde at 4°C and embedded in paraffin. Sections (5 µm thick) were prepared for subsequent experiments. Sections were incubated with the primary antibodies overnight at 4°C. The primary antibodies included anti-collagen I (Origene, TA309096, 1:100), anti-NLRP3 (ABclonal, A5652, 1:100), anti-Caspase-1 (Affinity, AF5418, 1:50), anti-IL-18(Abmart, M027287, 1:100), anti-IL-1β (Servicebio, GB11113, 1:800), anti-Caspase 9 (Proteintech, 10380-1-ap, 1:100), anti-PPAR-γ (Proteintech, 16643-1-ap, 1:400), anti-Caspase 3 (Abmart, T40044, 1:200), anti-Fasn (ABclonal, A0461, 1:100), anti-Scd1(ABclonal, A16429, 1:100), anti-Acaca (ABclonal, A15606, 1:100), anti-Dgat2 (ABclonal, A13891, 1:100) and anti-Acsl1(ABclonal, A16253, 1:100). After being washed with PBS, the sections underwent incubation with a rabbit/mouse HRP-conjugated secondary antibody (TPB-0015, Typing) and were subsequently exposed to DAB to make the reaction sites visible. Images were captured using an upright microscope.

### 2.6 Measurement of nitric oxide, and cGMP

Penile corpora cavernosa tissues were homogenized in lysis buffer, and the supernatants were collected for cGMP and NO detection. cGMP was measured using the rat cGMP ELISA kit (JM-01434R2, JINGMEI), while NO was quantified using the nitrate-nitrite assay kit (A012-1-2, Nanjing Jiancheng), following the standard protocol.

### 2.7 Western blotting analysis

For protein extraction from tissues and cells, RIPA lysis buffer (Beyotime, Shanghai, China) supplemented with a protease and phosphatase inhibitor cocktail (Beyotime) was used. Protein samples were separated by SDS-PAGE and transferred to PVDF membranes. After blocking with 5% non-fat milk, membranes were incubated overnight at 4°C with a specific primary antibody. The primary antibodies included anti-GAPDH (Cell signaling technology, 5174S, 1:1000), anti-eNOS (Cell signaling technology, 32027S, 1:1000), anti-Fasn (ABclonal, A0461, 1:1000), anti-VWF (Proteintech, 11778-1-ap, 1:1000), anti-β-tubulin (Proteintech, 10094-1-ap, 1:5000), anti-Nrf2 (Proteintech, 16396-1-ap, 1:2000), anti-HO-1(ABclonal, A1346, 1:2000), anti-NLRP3 (ABclonal, A5652, 1:1000), anti-Caspase-1 (Affinity, AF5418, 1:1000), anti-cleaved-Caspase-1 (Affinity, AF4005, 1:1000) and anti-GSDMD-N (Affinity, DF13758, 1:1000). Following three washes with TBST, membranes were incubated with a secondary antibody for 90 minutes. Protein bands were visualized using Bio-Rad’s Western ECL Substrate kit and quantified using ImageJ software.

### 2.8 Metabolomics analysis

Metabolite profiling was performed *via* liquid chromatography electrospray tandem mass spectrometry (LC-ESI-MS/MS). Differentially accumulated metabolites (DAMs) were identified based on VIP values > 1 and P-values < 0.05. Metabolic pathway analysis was conducted using the KEGG Compound Database. Detailed methods for non-targeted metabolomics analyses are provided in the **Supplementary Methods.**

### 2.9 Transcriptome analysis

RNA extraction from the outer urethra membrane of penile cavernous tissue was performed using a TRIzol reagent. cDNA libraries were subsequently constructed and sequenced using the Illumina platform. Differentially expressed genes (DEGs) were identified and functionally analyzed. Detailed methods for transcriptome analysis are provided in the **Supplementary Methods.**

### 2.10 qRT-PCR

Total RNA was extracted from corpus cavernosum tissue and cell lines, and cDNA was synthesized using HiScript II reagent (Vazyme, China). qRT-PCR was performed using the StepOne Plus Real-Time PCR system (Applied Biosystems, USA) to quantify transcript levels. The fold change in target mRNA expression was determined using the 2^−ΔΔCt^ method. The PCR primer sequences used in qRT-PCR are provided in **Supplementary Table S1**.

### 2.11 Cell treatment and Fasn knockdown *in vitro*

RAOECs were purchased from Procell Life Science & Technology Co. Cells were cultured in high-glucose DMEM supplemented with 10% fetal bovine serum and maintained at 37°C with 5% CO2. A 10^-6^ M concentration of AngII (MedChemExpress, USA) was used to induce an *in vitro* hypertensive environment. Fasn knockdown in RAOECs was achieved using small interfering RNA (siRNA) designed by GeneRay Biotechnology (Shanghai, China). Cells were transfected with siRNA and transfection reagents, cultured for 24 hours, then transferred to a fresh medium for an additional 24 hours. The Fasn siRNA sequences are listed in **Supplementary Table S2**. The ROS inhibitor (NAC) was obtained from Beyotime (Shanghai, China).

### 2.12 Detection of ROS generation

The dihydroethidium (DHE) probe was employed to assess intracellular ROS levels in RAOECs. After removing the medium, 1 mL of 10 μM DHE (APPLYGEN, China) was added to the cells. Following a 30-minute incubation at 37°C in the dark, the cells were washed three times with 0.01 M PBS. ROS levels were visualized using a fluorescence microscope.

### 2.13 Measurement of levels of MDA, SOD and GSH

MDA concentration was used to represent oxidative stress levels, while superoxide dismutase (SOD) and glutathione (GSH) concentrations were used to reflect antioxidant activity in penile corpora cavernosa. The levels of MDA (A003-1-1), SOD (A001-1-1) and GSH (A006-1-1) were assessed using respective measurement kits (Nanjing Jiancheng, China) according to the manufacturer’s instructions.

### 2.14 Clonogenic assays

RAOECs were seeded in 6-well plates at a density of 500 cells per well and incubated in a 37°C, 5% CO2 incubator for 14 days, with medium replacement every four days. After incubation, the cells were fixed with 4% paraformaldehyde and stained with 1% crystal violet. Colony formation was quantified using an optical microscope.

### 2.15 Cell viability assay

After transfection, RAOECs were seeded in 96-well plates. After complete cell adhesion, hypertension was simulated using AngII at various concentrations. Cell viability was evaluated 48 hours post-treatment using the Cell Counting Kit-8 (CCK-8, Vazyme, Jiangsu, China). Absorbance at 450 nm was measured using a Synergy4 microplate reader (BioTek, Winooski, VT, USA).

### 2.16 5-ethynyl-2′-deoxyuridine assay

Cell proliferation was assessed by incubating RAOECs with 100 μL of EdU solution at 37°C for 4 hours, followed by fixation with 4% paraformaldehyde. The cells were stained with 1× Apollo reaction cocktail and incubated with Hoechst 33342 for 30 minutes. Images were captured using a fluorescence microscope.

### 2.17 Terminal deoxynucleoitidyl transferase dUTP nick‐end labeling staining

Tissue apoptosis was evaluated using a TUNEL assay kit (Vazyme, China). After fixation and permeabilization, samples were incubated with the TUNEL reaction solution. Stained samples were imaged using a fluorescence microscope.

### 2.18 Flow cytometric apoptosis assay

Cell apoptosis levels were determined using the Annexin V-FITC/PI assay kit (Vazyme, Biotech). After digestion and centrifugation, cells were washed twice with PBS and resuspended in a binding buffer. Annexin V-FITC and PI staining solution were added, and cells were incubated for 10 minutes. Apoptosis was quantified using the CytoFLEX flow cytometer (Beckman).

### 2.19 Detection of the levels of IL-18 and IL-1β

After collecting the cell culture supernatants, the concentrations of inflammatory cytokines IL-18 (ERC010.96) and IL-1β (ERC007.96) were quantified using ELISA kits (NeoBioscience), and the OD values were measured at 450 nm.

### 2.20 Statistical analysis

Statistical analysis was performed using SPSS 26.0 and R 4.2.1. Data are presented as Mean ± SEM. The Student’s t-test, one-way ANOVA followed by Tukey’s *post hoc* test, and the Mann–Whitney test were employed, with statistical significance set at P < 0.05.

## 3 Results

### 3.1 Assessment of ICP_max_/MAP

The maximum ICP to MAP ratio was used to assess erectile function. As shown in **Figures 1A, B**, hypertension was associated with ED, as evidenced by a significantly lower maximum ICP/MAP ratio in the SHR group compared to the Norm group (P < 0.001).

**Figure 1:**
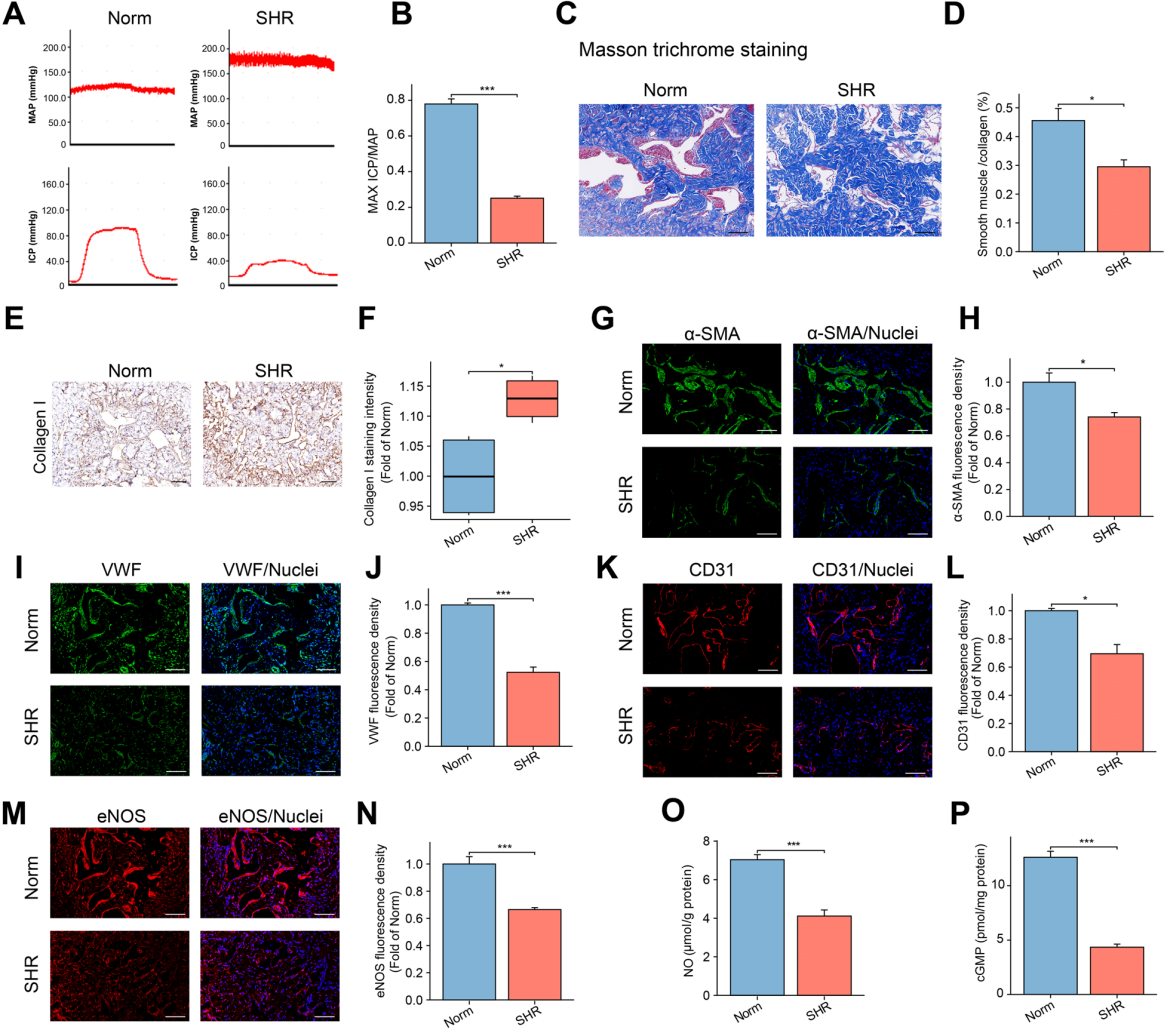
Assessment of Erectile Function in the SHR and Norm groups. **(A)** The representative images of ICP and MAP under electrical stimulation of the cavernosal nerve. **(B)** The bar graph of the maximum ICP/MAP ratio. Data are expressed as mean ± SEM (n = 5). ***P < 0.001. T test was used. **(C)** The representative images of Masson’s trichrome staining in the corpus cavernosum tissue, with smooth muscle stained red and collagen blue. Scale bar = 100 μm. **(D)** The bar graph of smooth muscle/collagen content ratio. Data are expressed as mean ± SEM (n = 4). *P < 0.05. T test was used. **(E)** The representative image of Collagen I immunohistochemical staining. Scale bar = 100 μm. **(F)** The box graph of the quantification of Collagen I staining intensity. Data are expressed as mean ± SEM (n = 4). *P < 0.05. T test was used. **(G, I, K, M)** The immunofluorescence staining images of α-SMA **(G)**, VWF **(I)**, CD31 **(K)**, and eNOS **(M)** in the corpus cavernosum. Scale bar = 100 μm. **(H, J, L, N)** The bar graph of comparison of α-SMA **(H)**, VWF **(J)**, CD31 **(L)**, and eNOS **(N)** expression between the two groups. Data are expressed as mean ± SEM (n = 4). *P < 0.05, ***P < 0.001. T test was used. **(O, P)** The bar graph of concentrations of NO **(O)** and cGMP **(P)** between the two groups. Data are expressed as mean ± SEM (n = 6). ***P < 0.001. T test was used. SHR, spontaneously hypertensive rats; Norm, normal rats; ICP, intracavernous pressure; MAP, mean arterial blood pressure.

### 3.2 Hypertension induces fibrosis and decreases smooth muscle content in the penis

Masson trichrome staining was employed to evaluate the severity of fibrosis in the penile corpora cavernosa by assessing the smooth muscle-to-collagen ratio. Compared to the Norm group, the SHR group displayed a disorganized corpora cavernosa structure and a significant reduction in the smooth muscle-to-collagen ratio (**Figures 1C, D**).

Immunohistochemical analysis of Collagen I (a marker of fibrosis) confirmed that hypertension led to increased collagen deposition in the SHR group (**Figures 1E, F**). Additionally, immunofluorescence staining for α-SMA revealed a notable decrease in α-SMA content in the SHR group compared to the Norm group (**Figures 1G, H**).

### 3.3 Hypertension damages endothelial function in the penis by inhibiting the eNOS/NO/cGMP pathway

To explore the impact of hypertension on endothelial cells in the penile corpora cavernosa, immunofluorescence analysis was conducted to detect endothelial cell markers (VWF, CD31, and eNOS). The expression levels of VWF, CD31, and eNOS were significantly reduced in the SHR group compared to the Norm group (**Figures 1I–N**). eNOS, a specific isoform of NOS, facilitates the synthesis of NO from L-arginine (40). A lower level of NO and cGMP was found in the SHR group compared to the Norm group (**Figures 1O, P**).

### 3.4 Increased oxidative stress and pyroptosis in the penile corpora cavernosa of SHR

MDA, a marker of lipid peroxidation, was used to assess oxidative stress levels, while antioxidant substances like SOD and GSH are involved in scavenging ROS. The SHR group exhibited significantly higher MDA levels and notably lower SOD and GSH levels compared to the Norm group (**Supplementary Figure S1**). To investigate inflammation and pyroptosis, immunohistochemistry was employed to assess the expression of key molecules in the penile corpora cavernosa. The expression of NLRP3 and Caspase-1 was significantly higher in the SHR group compared to the Norm group (**Figures 2A, C, E, G**). Moreover, there was a significant increase in the pro-inflammatory cytokines IL-1β and IL-18 in the corpora cavernosa of SHR (**Figures 2B, D, F, H**).

**Figure 2:**
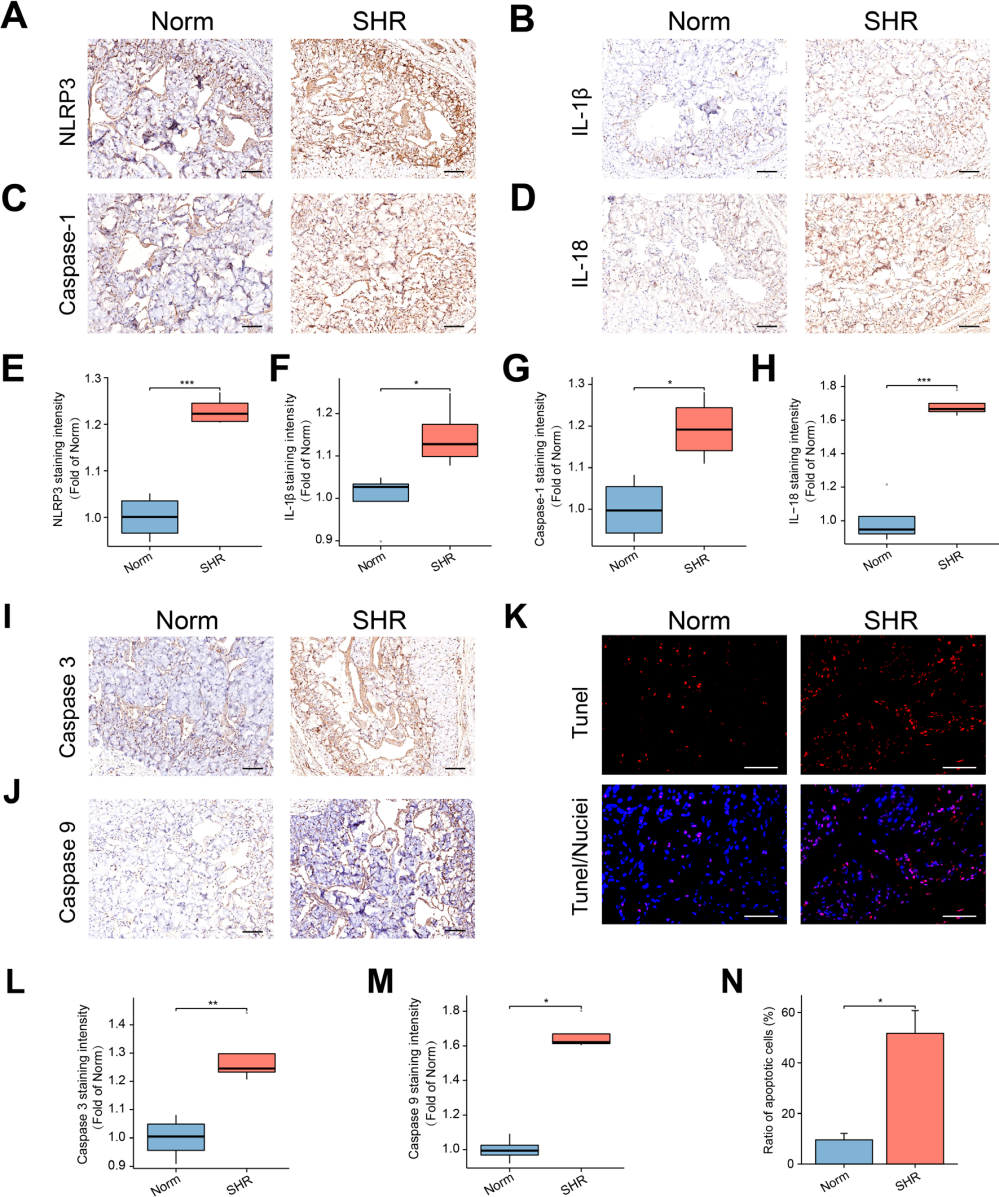
The NLRP3 inflammasome-mediated pyroptosis and apoptosis in the penile corpora cavernosa. **(A–D)** The representative images of immunohistochemical staining for NLRP3 **(A)**, IL-1β **(B)**, Caspase-1 **(C)**, and IL-18 **(D)** in the corpus cavernosum. Scale bar = 100 μm. **(E–H)** The box graphs of the quantitative data of NLRP3 **(E)**, IL-1β **(F)**, Caspase-1 **(G)**, and IL-18 **(H)** staining intensity. Data are expressed as mean ± SEM (n = 4). *P < 0.05, ***P < 0.001. T test was used. **(I, J)** The representative images of immunohistochemical staining of Caspase 3 **(I)**, and Caspase 9 **(J)** in the corpus cavernosum. Scale bars = 100 μm. **(K)** The representative images of TUNEL staining. Scale bar = 100 μm. **(L, M)** The box graphs of the quantitative data for Caspase 3 **(L)** and Caspase 9 **(M)** staining intensity. Data are expressed as mean ± SEM (n = 4). *P < 0.05, **P < 0.01. T test was used for Caspase 3, and Mann-Whitney test was used for Caspase 9. **(N)** The bar graph of the percentage of TUNEL-positive cells. Data are expressed as mean ± SEM (n = 4). *P < 0.05. T test was used.

### 3.5 Hypertension induces apoptosis in the penile corpora cavernosa

Under normal conditions, Caspase 9 exists as a proenzyme and is activated during apoptotic signaling. Activated Caspase 9 can further activate Caspase 3, a critical effector enzyme in apoptosis. Immunohistochemical analysis revealed elevated expression of Caspase 3 in the SHR group, consistent with the upregulation of Caspase 9 (**Figures 2I, J, L, M**). Additionally, TUNEL analysis demonstrated a significant increase in the apoptosis index in the SHR group (**Figures 2K, N**).

### 3.6 The results of non-targeted metabolomics studies

Non-targeted metabolomics analyses of rat penile tissues from the SHR and Norm groups were conducted to explore the mechanisms underlying hypertension-induced erectile dysfunction. OPLS-DA modeling effectively separated the SHR and Norm groups in both positive and negative ionization modes (**Figures 3A, B**). Response permutation tests (RPT) confirmed model robustness, with no overfitting observed (**Supplementary Figure S2A, B**). Heatmaps of the DAMs revealed distinct differences between the two groups across both ionization modes (**Figures 3C, D**). Volcano plots demonstrated significant alterations in DAM levels due to hypertension (**Figures 3E, F**). In positive ionization mode, 167 DAMs were identified, including desmethylcitalopram, desoxycortone, C-6 NBD ceramide and 3’-O-Methylinosine, with 112 upregulated and 55 downregulated (**Figures 3G, I**; **Supplementary Table S3**). In negative ionization mode, 187 DAMs were identified, such as myristic acid, palmitoleic acid, oleic acid and linoleic acid, with 130 upregulated and 57 downregulated (**Figures 3H, J**; **Supplementary Table S4**). KEGG enrichment analysis of DAMs in both ionization modes revealed pathways related to lipid metabolism, including sphingolipid metabolism and fatty acid biosynthesis (**Figures 3K, L**). These results highlight the association between lipid metabolism and the pathophysiology of hypertension-induced ED.

**Figure 3:**
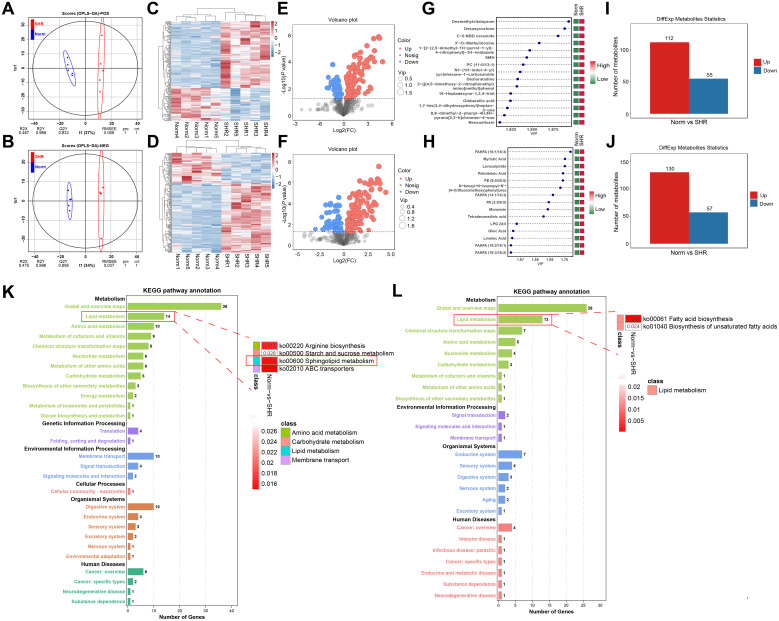
Non-targeted metabolomics studies of the corpus cavernosum. **(A, B)** The Orthogonal Partial Least Squares Discriminant Analysis (OPLS-DA) under positive and negative ionization mode. **(C, D)** The heatmaps of the differentially accumulated metabolites (DAMs) under positive and negative ionization mode. **(E, F)** The volcano plots of the DAMs under positive and negative ionization mode. **(G, H)** The top 15 ranked DAMs under positive and negative ionization mode. **(I, J)** The bar graph of the DAMs under positive and negative ionization mode. **(K, L)** The Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways of the DAMs under positive and negative ionization mode.

### 3.7 The results of transcriptome analysis and verification of the hub genes

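RNA from the penile cavernous tissue of 3 Wistar-Kyoto rats with normal blood pressure (Norm group) and 3 spontaneously hypertensive rats (SHR group) was sequenced on an Illumina platform, with 1 library per rat. Rats of the SHR strain develop high blood pressure without treatment, and both groups were described as 10 weeks old. The main text describes RNA extraction from the outer urethra membrane of the tissue, and the Supplementary Methods state that this membrane was removed. The authors deposited, for each library, the number of fragments counted on each of 23091 Ensembl rat genes and the same values as FPKM, which divides the counts by gene length and by the size of the library. The paper's text and Supplementary Methods do not name the aligner, the counting program, the genome build or the gene annotation. The counts summed to 17050515, 17648160 and 20017845 in Norm replicates 1, 2 and 3, and to 16608927, 18453846 and 16988574 in SHR replicates 1, 2 and 3. A gene with 3 counts in a library therefore stands at 0.150 to 0.181 CPM (counts scaled to the size of the library). No count was recorded in any library for 5964 genes. In 31 cases a gene had an FPKM above 0 and a count of 0 in the same library, so the counts may have been rounded from estimates. The 10 most abundant genes of each library took between 16.8% and 20.5% of its counts. The counts were compared between the groups with edgeR's quasi-likelihood test after TMM normalization, which sets a scaling factor for each library and ranged here from 0.927 to 1.06. The test covered the 13299 genes that passed edgeR's filter on low counts. A gene was called a differentially expressed gene (DEG) when its p-value after Benjamini-Hochberg adjustment was under 0.05 and its log2 fold change (log2FC, SHR over Norm) was over 1 in size. Choices that could change the number of DEGs included the filter, the test, the definition and threshold of the fold change, a block for replicate number and the rats included. The files list the genes by Ensembl identifier only and do not pair the identifiers with gene names.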

To further investigate the involvement of lipid metabolism in penile corpora cavernosa and identify potential disease targets in hypertension-induced erectile dysfunction, transcriptome analysis was performed. A total of 587 DEGs were identified between the Norm and SHR groups, including 426 upregulated and 161 downregulated genes (**Figures 4A–C**; **Supplementary Table S5**). 

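A total of 345 genes passed both thresholds in edgeR's quasi-likelihood test, 219 higher and 126 lower in the SHR group. Over the alternatives tried it ran from 156 in the fit on 5 rats without SHR replicate 1 to 635 with limma's voomWithQualityWeights on all rats, and was 486 without SHR replicate 2. In all 345 genes the values of the 3 SHR rats lay entirely above or below those of the 3 Norm rats. Such a separation was found in 26.1% of all genes tested, and chance gives 10%. For a single gene, an exact two-sided permutation test of 3 rats against 3 cannot give a p below 0.1, so the calls rest on the spread estimated across all genes. The files do not pair identifiers with names, and the genes with the smallest adjusted p are given by identifier. The gene ENSRNOG00000051885 stood at 28.5 ± 5.58 CPM (SD, n = 3) in the SHR group and at 2437 ± 494 CPM (SD, n = 3) in the Norm group. Its log2FC was -6.42 with a standard error of 0.25 and an adjusted p of 2.59e-05 from edgeR. The gene ENSRNOG00000028993 had at most 2 counts in any SHR library and 248 ± 107 CPM (SD, n = 3) in the Norm group. It was at least 1375-fold lower in the SHR group, with an adjusted p of 0.000112 from the same test. Among the genes that rose, ENSRNOG00000045797 had at most 3 counts, or 0.190 CPM, in any Norm library. It stood at 18.5 ± 8.65 CPM (SD, n = 3) in the SHR group, and no fold is given because its Norm counts were so few. The gene ENSRNOG00000006025 rose from 0.369 ± 0.175 CPM to 17.8 ± 6.04 CPM (SD, n = 3 in each group), a log2FC of 5.55 with a standard error of 0.41. Both had an adjusted p of 0.00111. All 4 genes were called with each rat left out in turn. Strain and blood pressure differ together in this design. For genes nearly absent from a group, a sequence or copy-number difference between the strains cannot be told apart from a change in expression. Of the genes in the paper's Table S5, 329 were among the 345. All 516 genes of Table S5 that entered the test had the direction of change given there, and the other 71 had counts too low to enter it. Both sets of values come from the same libraries, so the shared genes and directions are not independent evidence. The paper tested the DEGs for enriched GO, KEGG and Reactome terms and reports terms of lipid metabolism. It then built a protein interaction network of the DEGs related to lipid metabolism, from which it names Fasn as the hub gene by the number of connections.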

Gene Ontology analysis revealed significant enrichment in processes related to lipid metabolism, including lipid biosynthetic process and fatty acid metabolic process (**Figure 4D**). KEGG pathway analysis highlighted significant enrichment of DEGs in fatty acid metabolism, fat digestion and absorption, fatty acid biosynthesis, and fatty acid degradation (**Figures 4E, F**). GSEA further identified enrichment in the PPAR signaling pathway and fatty acid degradation (**Supplementary Figure S3**). Reactome pathway analysis also indicated significant enrichment of DEGs in lipid metabolism (**Figures 4G, H**). These findings were consistent with the results of non-targeted metabolomics analysis. A Protein-protein interaction (PPI) network of DEGs related to lipid metabolism was constructed using STRING2 (**Figure 5A**) and analyzed through Cytoscape with cytoHubba. The top 5 genes (Fasn, Acaca, Scd1, Acsl1, and Dgat2) were identified using the Degree algorithm, with Fasn emerging as the most significant hub gene (**Figures 5B, C**).

**Figure 4:**
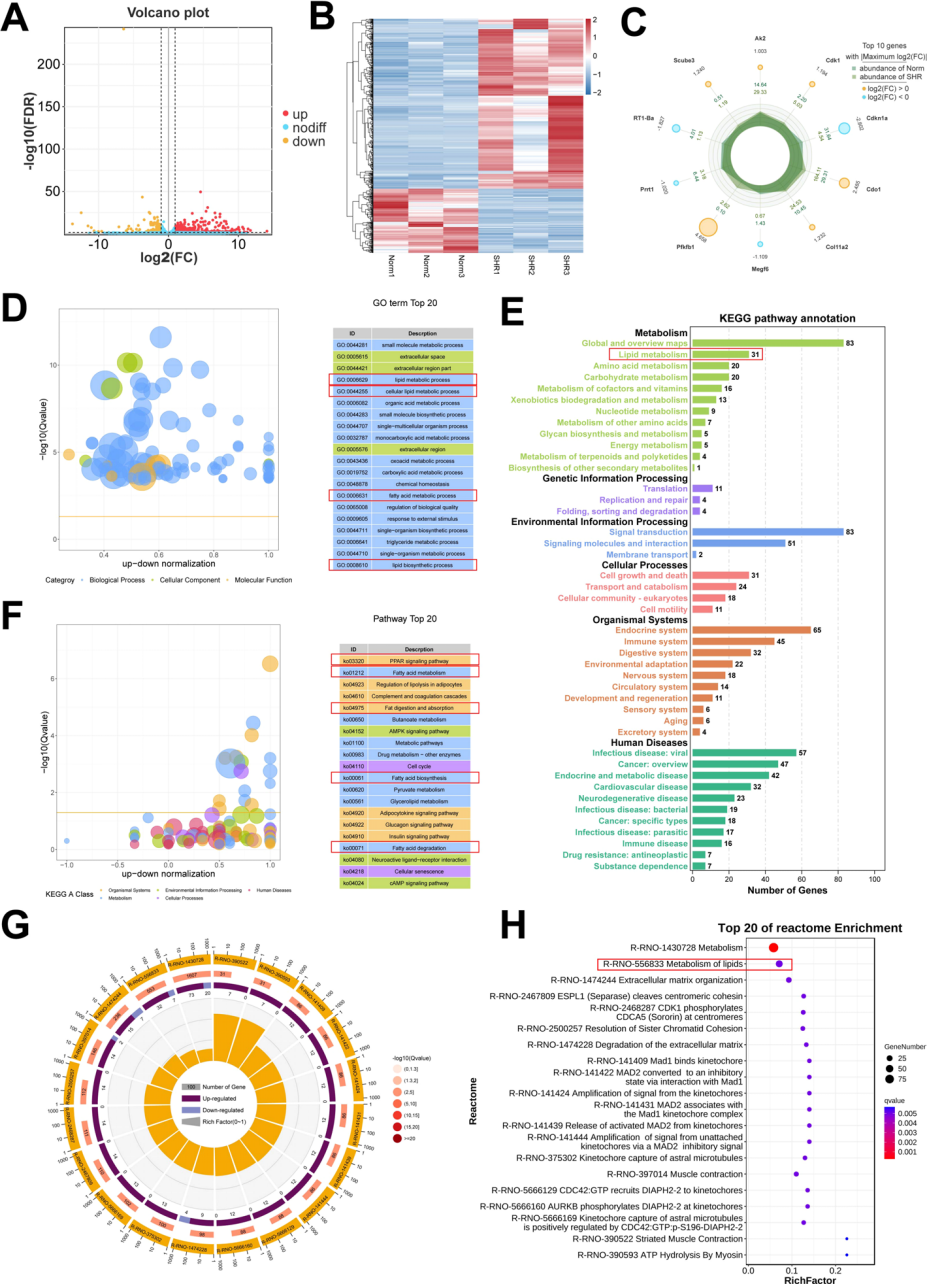
Transcriptome analysis of the corpus cavernosum. **(A)** The volcano plot of the differentially expressed genes (DEGs). **(B)** The heatmap of the DEGs. **(C)** The top 10 DEGs with Maximum |log_2_(FC)|. **(D)** Gene Ontology (GO) enrichment analysis of the DEGs. **(E, F)** Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis of the DEGs. **(G, H)** Reactome enrichment analysis of the DEGs.

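The libraries behind the volcano plot and the heatmap were first compared without regard to group. The first principal component of the log2 CPM of the tested genes carried 54.6% of the variance and separated the groups, with scores of -52.3, -28.5 and -29.3 for Norm replicates 1, 2 and 3 and of 43.6, 18.3 and 48.1 for SHR replicates 1, 2 and 3. The second component carried 18.5% and placed Norm replicate 1, at 37.9, furthest from the other libraries. Across genes, which are not independent replicates, the correlation of log2 CPM was between 0.964 and 0.984 for pairs of rats of one group and between 0.925 and 0.963 for pairs of a Norm and an SHR rat.

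**Figure D1:**
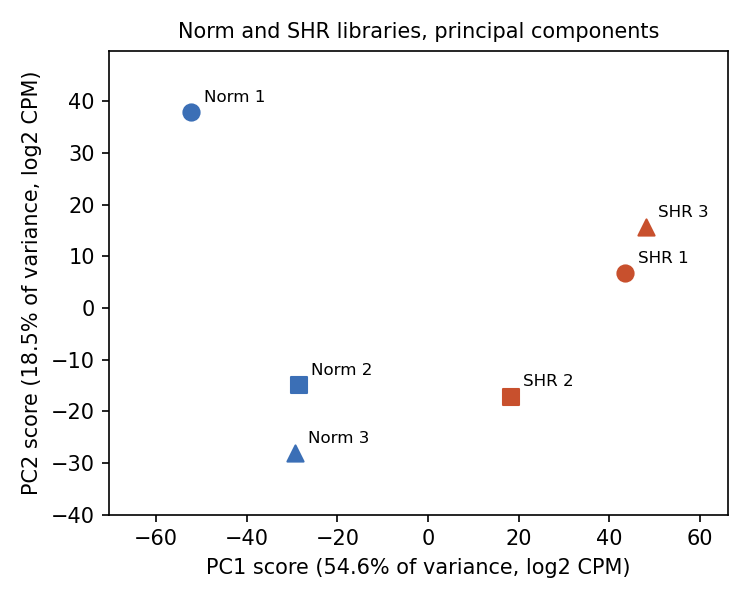
Scores of the 6 libraries on the first (x axis) and second (y axis) principal components of log2 CPM. Blue points are Norm rats and orange points are SHR rats, and SHR replicate 2, at 18.3 on the first component, lies nearest to the Norm group.

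The SHR columns were not alike for the genes that rose. Of the genes with a positive log2FC in the paper's Table S5, 241 were highest in SHR replicate 3, 123 in SHR replicate 1 and 62 in SHR replicate 2, and 285 were lowest in SHR replicate 2. Of those with a negative log2FC, 53, 55 and 53 were highest in SHR replicates 1, 2 and 3. At most 3 counts were recorded in at least 1 of the 3 SHR libraries for 30 of the genes that rose in Table S5, and for none of the genes called higher by edgeR's test, whose filter asks for counts in at least 3 libraries.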

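Genes of Figure 4C are named in the figure, and the files give identifiers. For 9 of them the gene was identified by the log2FC and the group means printed in the figure, which matched a single gene of Table S5 for each name. The group means are therefore those of the figure by construction, and the values of each rat and the test are what the counts add. All 9 changed in the direction shown, and in each the 3 SHR rats did not overlap the 3 Norm rats. Sorted by identifier the 9 held ranks 2 to 10 in Table S5, so they are not the genes with the largest change. With edgeR's quasi-likelihood test, 6 of the 9 were called DEGs. Cdo1 rose from 40.0 ± 13.2 CPM in the Norm group to 216 ± 124 CPM in the SHR group (SD, n = 3 in each group), with SHR replicates 1, 2 and 3 at 193, 105 and 350 CPM. Its log2FC was 2.43 (standard error 0.42, adjusted p = 0.0191 from edgeR). Pfkfb1 rose from 0.161 ± 0.139 CPM to 4.44 ± 2.20 CPM (SD, n = 3 in each group), a log2FC of 4.81 (standard error 0.67, adjusted p = 0.00815 from edgeR). Its counts in Norm replicates 1, 2 and 3 were only 5, 2 and 1, so the size of its change is uncertain. With 1 rat left out its log2FC ran from 4.31 to 5.68. Col11a2 had a log2FC of 1.17 (standard error 0.20, adjusted p = 0.0179 from edgeR). Cdkn1a fell from 53.8 ± 38.2 CPM to 7.16 ± 2.52 CPM (SD, n = 3 in each group), and Norm replicates 1, 2 and 3 stood at 96.9, 40.6 and 23.9 CPM. Its log2FC was -2.91 (standard error 0.50, adjusted p = 0.0191 from edgeR). RT1-Ba and Prrt1 fell with a log2FC of -1.92 and -1.10. Pfkfb1 was called in all 6 fits that left out 1 rat. The call of Cdkn1a was lost without SHR replicate 1 or 2, those of Cdo1 and Col11a2 without Norm replicate 2 or 3 or SHR replicate 1, and that of Col11a2 also without SHR replicate 3. Prrt1 kept its call only without SHR replicate 2, and RT1-Ba only without Norm replicate 2. Cdk1, Megf6 and Scube3 were not called, with an adjusted p between 0.0560 and 0.0586 from edgeR.

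**Figure D2:**
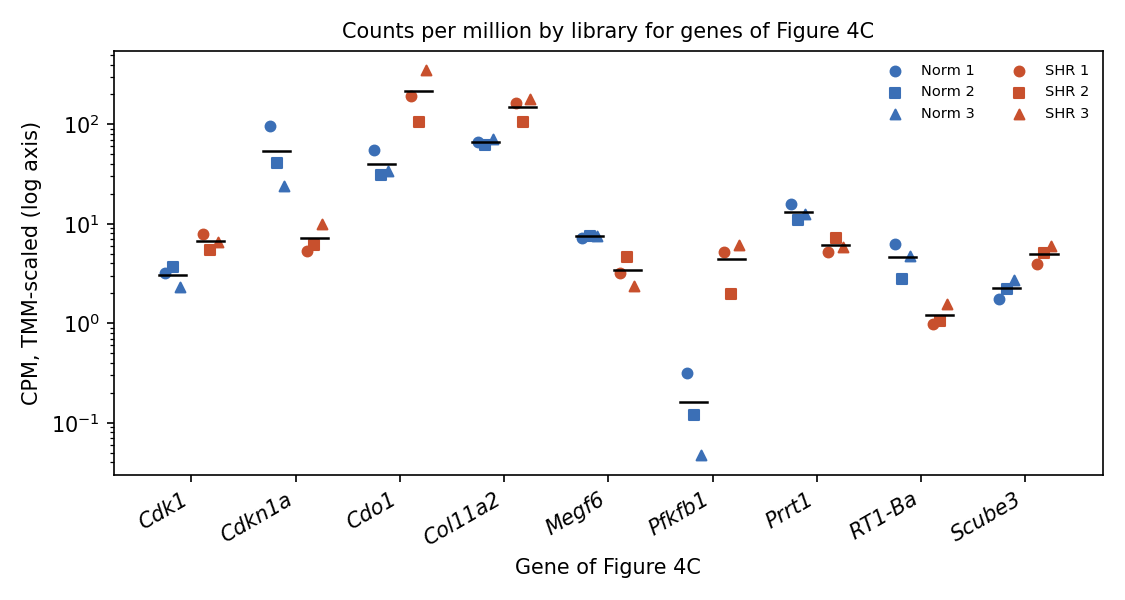
CPM after TMM scaling (y axis, log scale) of 9 genes of Figure 4C (x axis) in each library. Points are single rats, blue for Norm and orange for SHR, with circles, squares and triangles for replicates 1, 2 and 3, and black lines are group means. In all 9 genes the 3 SHR rats lie entirely above or below the 3 Norm rats.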

**Figure 5:**
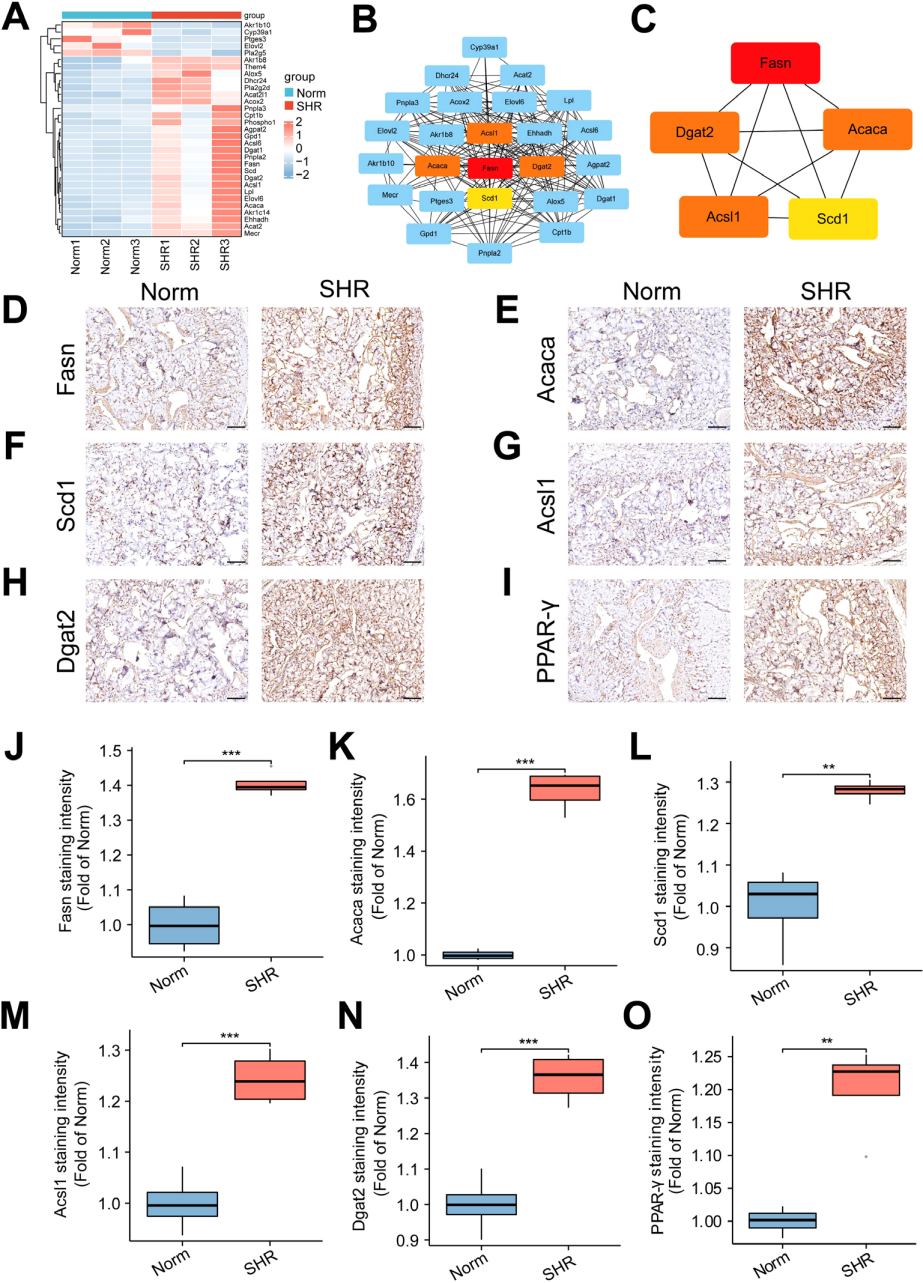
Identification and validation of lipid metabolism-related genes. **(A)** The heatmap of the differentially expressed genes (DEGs) related to lipid metabolism pathway. **(B, C)** Protein-protein interaction (PPI) networks of the DEGs constructed using STRING2 and Cytoscape software, identifying the top 5 hub genes. **(D–I)** The representative images of immunohistochemical staining for the top 5 hub genes, including Fasn **(D)**, Acaca **(E)**, Scd1 **(F)**, Acsl1 **(G)**, and Dgat2 **(H)**, as well as the core gene PPAR-γ **(I)** in the PPAR signal pathway. Scale bar = 100 μm. **(J–O)** The box graph of the quantitative data of the immunohistochemical staining for Fasn **(J)**, Acaca **(K)**, Scd1 **(L)**, Acsl1 **(M)**, Dgat2 **(N)**, and PPAR-γ **(O)**. Data are expressed as mean ± SEM (n = 4). **P < 0.01, ***P < 0.001. T test was used.

Immunohistochemical analysis confirmed that the expression of Fasn, Acaca, Scd1, Acsl1, and Dgat2 was upregulated in the SHR group compared to the Norm group, in line with RNA-seq results. Additionally, the SHR group showed significantly higher protein expression of PPAR-γ, a key gene in the PPAR signaling pathway, compared to the Norm group (**Figures 5D–O**). These data underscore the pivotal role of lipid metabolism in hypertension-induced ED, with Fasn identified as a central gene involved in the pathogenesis.

### 3.8 Downregulation of Fasn restores the reduced cellular function in AngII-induced RAOECs

RAOECs were exposed to varying concentrations of AngII for 48 hours, and cell viability was assessed using the CCK-8 assay. The results revealed no significant impact on cell viability at AngII concentrations of 10^-8^ M and 10^-7^ M. However, at concentrations of 10^-6^ M, 10^-5^ M, and 10^-4^ M, cell viability was significantly reduced (**Supplementary Figure S4A**). Consequently, 10^-6^ M AngII was selected as the optimal concentration for further experiments.

WB analysis showed a marked increase in Fasn protein expression in AngII-treated RAOECs (**Figures 6A, B**). Fasn knockdown in RAOECs was achieved using siRNA, resulting in effective inhibition of Fasn protein expression by all three siRNAs. Among them, siRNA-1 demonstrated the highest knockdown efficiency, as confirmed by both WB and PCR analysis (**Figures 6C, D**). Thus siRNA-1 was selected for subsequent functional studies. Immunofluorescence assays revealed that Fasn expression was upregulated in response to AngII treatment, but reduced in the AngII+siFasn group (**Figures 6E, F**). The EdU assay demonstrated a reduction in cell proliferation following AngII exposure, whereas the AngII+siFasn group showed enhanced proliferation compared to the AngII group (**Figures 6G, H**). Furthermore, clonogenic assays indicated that siFasn restored the decreased proliferative capacity induced by AngII (**Supplementary Figures S4B, C**). Flow cytometry analysis revealed that AngII treatment significantly increased apoptosis in RAOECs, whereas Fasn knockdown alleviated this effect (**Figures 6I, J**). Additionally, WB analysis showed a significant reduction in endothelial markers VWF and eNOS in the AngII group compared to the control group, while Fasn knockdown restored their expression (**Figures 6K, L**).

**Figure 6:**
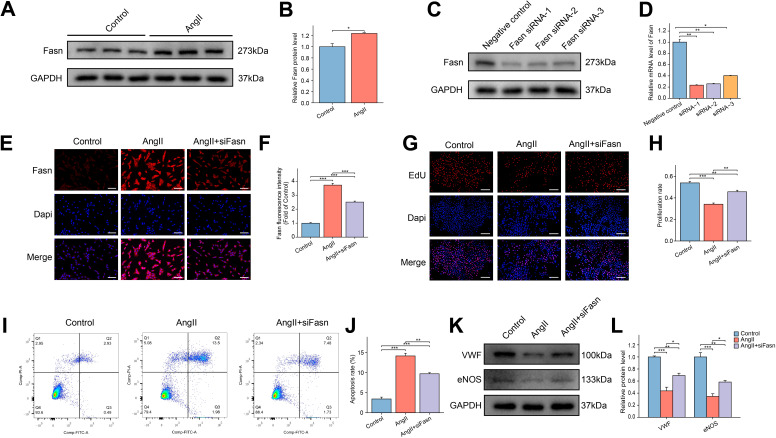
Effect of siFasn on the function of AngII induced RAOECs. **(A)** The representative WB bands of Fasn protein in the control and AngII groups in RAOECs. **(B)** The bar graph of the quantitative data of relative Fasn protein expression. Data are expressed as mean ± SEM (n = 3). *P < 0.05. T test was used. **(C)** The WB bands of Fasn protein levels after transfecting with three siRNAs that targeted Fasn. **(D)** The bar graph of the relative mRNA levels after transfecting with three siRNAs that targeted Fasn. Data are expressed as mean ± SEM (n = 3). *P < 0.05, **P < 0.01. One-way ANOVA followed by Tukey’s *post hoc* test was used. **(E)** The representative immunofluorescence images of Fasn among the control, AngII, and AngII+siFasn groups. Scale bar = 100 μm. **(F)** The bar graph of comparison of Fasn expression among the three groups. Data are expressed as mean ± SEM (n = 4). ***P < 0.001. One-way ANOVA followed by Tukey’s *post hoc* test was used. **(G)** The representative images of EdU assays among the three groups. Scale bar = 200 μm. **(H)** The bar graph of the proliferation rate among the three groups. Data are expressed as mean ± SEM (n = 4). **P < 0.01, ***P < 0.001. One-way ANOVA followed by Tukey’s *post hoc* test was used. **(I)** The representative images of flow cytometry analysis of apoptosis in RAOECs. **(J)** The flow cytometry analysis showing the apoptosis rate. Data are expressed as mean ± SEM (n = 3). **P < 0.01, ***P < 0.001. One-way ANOVA followed by Tukey’s *post hoc* test was used. **(K)** The representative WB bands showing the expression of VWF and eNOS. **(L)** Quantitative analysis of protein levels for VWF and eNOS, presented as fold change compared to the control group. Data are expressed as mean ± SEM (n = 3). *P < 0.05, **P < 0.01, ***P < 0.001. One-way ANOVA followed by Tukey’s *post hoc* test was used.

### 3.9 Downregulation of Fasn activates Nrf2/HO-1 pathway to eliminate oxidative stress and NLRP3 inflammasome-dependent pyroptosis in AngII-induced RAOECs

To investigate whether siFasn ameliorated AngII-induced cellular dysfunction in RAOECs by exerting antioxidant effects, oxidative stress-related indicators were measured. The results indicated that AngII treatment markedly increased ROS accumulation, but siFasn treatment significantly reduced ROS levels compared to the AngII group (**Figures 7A, B**). The Nrf2/HO-1 pathway plays a critical role in cellular defense against oxidative stress (41). Immunofluorescence analysis showed no significant change in Nrf2 and HO-1 expression following AngII treatment. However, Fasn knockdown resulted in a significant increase in both Nrf2 and HO-1 expression (**Figures 7C–F**), which was corroborated by WB analysis (**Figures 7G–I**).

**Figure 7:**
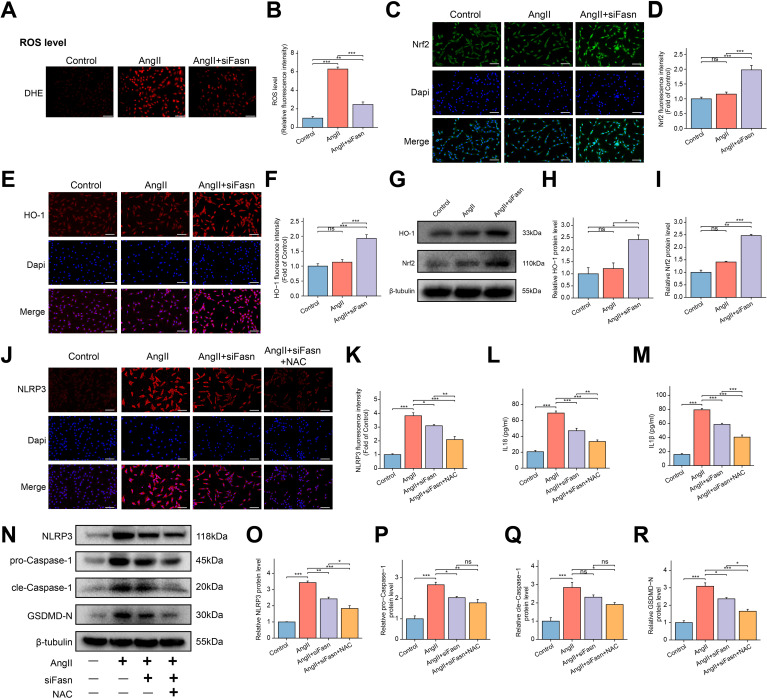
Effect of siFasn on oxidative stress and NLRP3 inflammasome-mediated pyroptosis in AngII induced RAOECs. **(A)** The representative images of dihydroethidium (DHE) staining for ROS in RAOECs. Scale bar = 200 μm. **(B)** The bar graph of quantification of ROS levels among the three groups. Data are expressed as mean ± SEM (n = 4) **P < 0.01, ***P < 0.001. One-way ANOVA followed by Tukey’s *post hoc* test was used. **(C, E)** The representative images of immunofluorescence staining of Nrf2 **(C)**, and HO-1 **(E)** in RAOECs. Scale bar = 100 μm. **(D, F)** The bar graphs of quantification of Nrf2 **(D)**, HO-1 **(F)** expression among the three groups. Data are expressed as mean ± SEM (n = 4). Ns means no significance. ***P < 0.001. One-way ANOVA followed by Tukey’s *post hoc* test was used. **(G)** The representative WB bands showing the expression of HO-1 and Nrf2. **(H, I)** Quantitative analysis of protein levels for HO-1 **(H)** and Nrf2 **(I)**, presented as fold change compared to the control group. Data are expressed as mean ± SEM (n = 3). Ns means no significance. *P < 0.05, **P < 0.01, ***P < 0.001. One-way ANOVA followed by Tukey’s *post hoc* test was used. **(J)** The representative images of immunofluorescence staining of NLRP3 in RAOECs. Scale bar = 100 μm. **(K)** The bar graphs of quantification of the fluorescence intensity for NLRP3. Data are expressed as mean ± SEM (n = 4). *P < 0.05, **P < 0.01, ***P < 0.001. One-way ANOVA followed by Tukey’s *post hoc* test was used. **(L, M)** The bar graph of the concentrations of IL-18 **(L)** and IL-1β **(M)** in the cell supernatant. Data are expressed as mean ± SEM (n = 4). **P < 0.01, ***P < 0.001. One-way ANOVA followed by Tukey’s *post hoc* test was used. **(N)** The representative WB bands showing the expression of NLRP3, pro-Caspase-1, cle-Caspase-1 and GSDMD-N protein. **(O–R)** Quantitative analysis of protein levels for NLRP3 **(O)**, pro-Caspase-1 **(P)**, cle-Caspase-1 **(Q)** and GSDMD-N **(R)**, presented as fold change compared to the control group. Data are expressed as mean ± SEM (n = 3). Ns means no significance. *P < 0.05, **P < 0.01, ***P < 0.001. One-way ANOVA followed by Tukey’s *post hoc* test was used.

Immunofluorescence analysis further revealed a significant increase in NLRP3 expression in the AngII group, which was markedly reversed by Fasn knockdown (**Figures 7J, K**). Elevated levels of IL-18 and IL-1β following AngII treatment were reduced after siRNA intervention (**Figures 7L, M**). WB analysis demonstrated that Fasn knockdown reduced the expression of NLRP3, GSDMD-N, and pro-Caspase-1, which were upregulated by AngII (**Figures 7N–R**). Additionally, NAC treatment further decreased the expression of IL-18, IL-1β, NLRP3, and GSDMD-N compared to the AngII+siFasn group. However, there were no significant changes in cleaved-Caspase-1 and pro-Caspase-1 expression between the two groups (**Figures 7L, R**).

### 3.10 C75 mitigates oxidative stress and pyroptosis by activating the Nrf2/HO-1 pathway in AngII-induced RAOECs

C75, an effective Fasn inhibitor, was used to assess its impact on RAOECs. WB analysis revealed that C75 treatment significantly reduced the AngII-induced increase in Fasn protein expression (**Figures 8A, B**). Immunofluorescence staining further confirmed the inhibitory effect of C75 on Fasn expression (**Figures 8C, D**). EdU assays showed a significant enhancement in cell proliferation in the AngII+C75 group (**Supplementary Figure S5A, B**), while flow cytometry revealed a lower apoptotic rate in the AngII+C75 group compared to the AngII group (**Supplementary Figure S5C, D**). WB analysis indicated that VWF and eNOS expression was significantly increased in the AngII+C75 group (**Figures 8E, F**). DHE staining results showed that C75 significantly inhibited ROS production (**Figures 8G, H**). Both immunofluorescence and WB analyses demonstrated upregulated expression of Nrf2 and HO-1 in the AngII+C75 group relative to the AngII group (**Figures 8I–N**). These results suggest that C75 enhanced antioxidant component production and inhibited ROS accumulation. Furthermore, immunofluorescence analysis confirmed that C75 reduced the elevated levels of NLRP3 induced by AngII (**Figures 8O, P**). WB results showed that NAC treatment further promoted the reduction of NLRP3, cle-Caspase-1, GSDMD-N, IL-1β, and IL-18 in the AngII+C75 group, while pro-Caspase-1 expression remained unchanged (**Figures 8Q–W**). These results indicate that C75 reduced ROS production by activating the Nrf2/HO-1 pathway, thereby inhibiting NLRP3 inflammasome-mediated pyroptosis.

**Figure 8:**
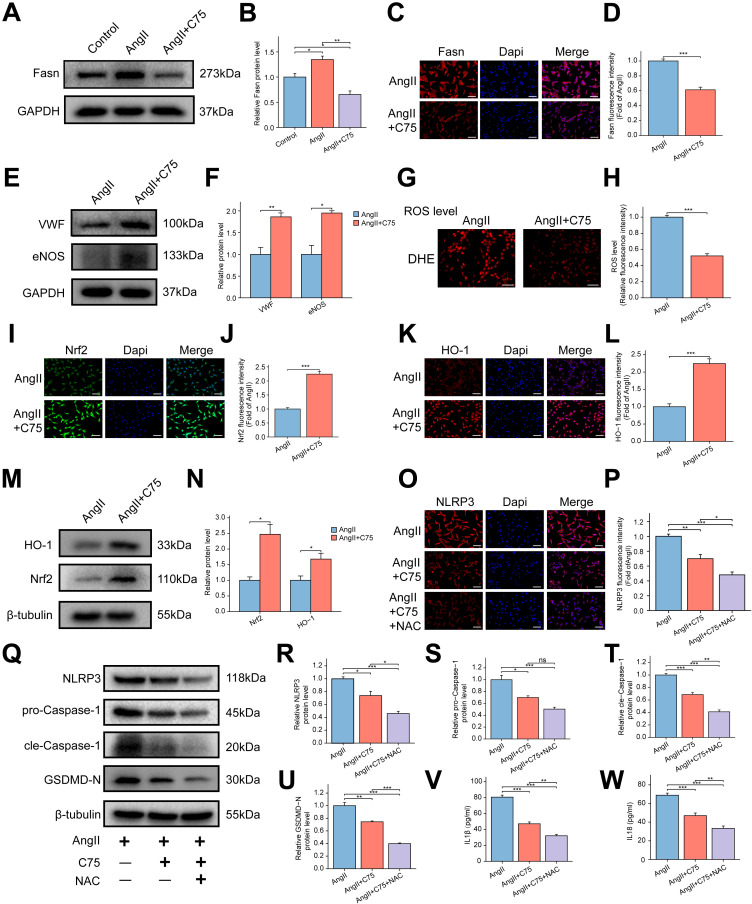
Effect of Fasn inhibitor C75 on oxidative stress and NLRP3 inflammasome-mediated pyroptosis via the Nrf2/HO-1 pathway in AngII induced RAOECs. **(A)** The representative WB bands of Fasn among the control, AngII, and AngII+C75 groups. **(B)** The bar graph of the quantitative data of Fasn protein expression. Data are expressed as mean ± SEM (n = 3). *P < 0.05, **P < 0.01. One-way ANOVA followed by Tukey’s *post hoc* test was used. **(C)** The immunofluorescence staining of Fasn between the AngII and AngII+C75 groups. **(D)** The bar graph of the quantitative data of fluorescence intensity for Fasn. Data are expressed as mean ± SEM (n = 4). ***P < 0.001. T test was used. **(E)** The representative WB bands of VWF and eNOS between the two groups. T test was used. **(F)** Quantitative analysis of protein levels for VWF and eNOS, presented as fold change compared to the control group. Data are expressed as mean ± SEM (n = 3). *P < 0.05, **P < 0.01. T test was used. **(G)** The representative images of dihydroethidium (DHE) staining for ROS between the AngII and AngII+C75 groups. Scale bar = 200 μm. **(H)** The bar graph of quantification of ROS levels. Data are expressed as mean ± SEM (n = 4). ***P < 0.001. T test was used. **(I, K)** The representative immunofluorescence images of Nrf2 **(I)** and HO-1 **(K)**. Scale bar = 100 μm. **(J, L)** The bar graph of the quantification of fluorescence intensity for Nrf2 **(J)** and HO-1 **(L)**. Data are expressed as mean ± SEM (n = 4). ***P < 0.001. T test was used. **(M)** The representative WB bands of Nrf2 and HO-1 between the two groups. **(N)** The bar graph of the quantification of Nrf2 and HO-1 protein levels. Data are expressed as mean ± SEM (n = 3). *P < 0.05. T test was used. **(O)** The representative immunofluorescence images of NLRP3 among the AngII, AngII+C75, and AngII+C75+NAC groups. Scale bar = 100 μm. **(P)** The bar graph of the quantification of fluorescence intensity for NLRP3. Data are expressed as mean ± SEM (n = 4). *P < 0.05, **P < 0.01, ***P < 0.001. One-way ANOVA followed by Tukey’s *post hoc* test was used. **(Q)** The representative WB bands showing the expression of NLRP3, pro-Caspase-1, cle-Caspase-1 and GSDMD-N. **(R–U)** The bar graph of the quantification of NLRP3 **(R)**, pro-Caspase-1 **(S)**, cle-Caspase-1 **(T)** and GSDMD-N **(U)** protein levels. Data are expressed as mean ± SEM (n = 3). Ns means no significance. *P < 0.05, **P < 0.01, ***P < 0.001. One-way ANOVA followed by Tukey’s *post hoc* test was used. **(V, W)** The bar graph of the concentrations of IL-1β **(V)** and IL-18 **(W)** in the cell supernatant. Data are expressed as mean ± SEM (n = 4). **P < 0.01, ***P < 0.001. One-way ANOVA followed by Tukey’s *post hoc* test was used.

### 3.11 C75 improves endothelial function and restores erection function in SHR

For *in vivo* validation, C75 was intraperitoneally injected into rats. The SHR+C75 group exhibited a significantly higher ICP_max_/MAP ratio compared to the SHR+Vehicle group (**Figures 9A, B**), indicating restored erectile function in SHR. Additionally, C75 treatment increased the expression of VWF, eNOS, and CD31 in penile tissues compared to the SHR+Vehicle group (**Figures 9I–N**). The NO and cGMP levels were also elevated, further supporting the improvement of endothelial function in the penis (**Figures 9O, P**). However, no significant changes were observed in smooth muscle or Collagen I expression (**Figures 9C–H**).

**Figure 9:**
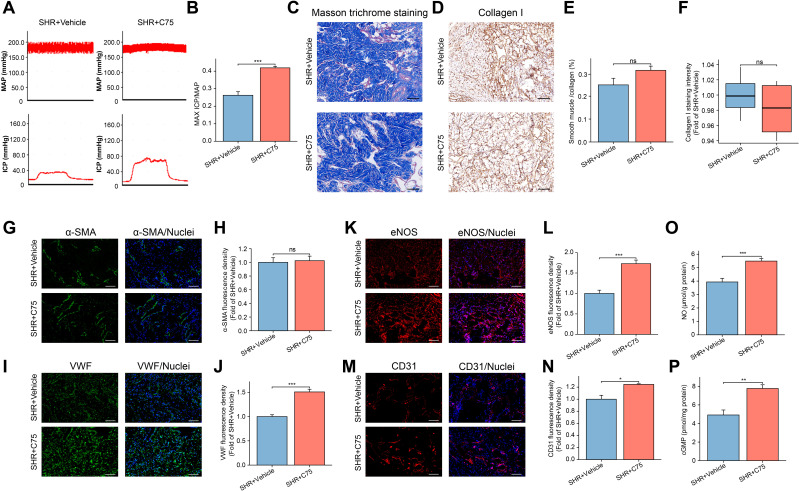
Effects of C75 on erectile function of the SHR group. **(A)** The representative images of ICP and MAP under electrical stimulation of the cavernosal nerve between the SHR+ Vehicle and SHR+C75 groups. **(B)** The bar graph of the maximum ICP/MAP ratio between the two groups. Data are expressed as mean ± SEM (n = 5). ***P < 0.001. T test was used. **(C)** The representative images of Masson’s trichrome staining in the corpus cavernosum tissue. Scale bar = 100 μm. **(D)** The immunohistochemistry staining for Collagen I between the SHR+ Vehicle and SHR+C75 groups. Scale bar = 100 μm. **(E)** The bar graph of the quantification of smooth muscle/collagen content ratio. Data are expressed as mean ± SEM (n = 4). Ns means no significance. T test was used. **(F)** The box graph of the quantification of Collagen I staining intensity. Data are expressed as mean ± SEM (n = 4). Ns means no significance. T test was used. **(G, I, K, M)** The immunofluorescence staining images of α-SMA **(G)**, VWF **(I)**, eNOS **(K)**, and CD31 **(M)** in the corpus cavernosum. Scale bar = 100 μm. **(H, J, L, N)** The bar graph of the quantification of fluorescence intensity for α-SMA **(H)**, VWF **(J)**, eNOS **(L)**, and CD31 **(N)** between the two groups. Data are expressed as mean ± SEM (n = 4). Ns means no significance. *P < 0.05, ***P < 0.001. T test was used. **(O, P)** The bar graph of NO **(O)** and cGMP **(P)** levels between the two groups. Data are expressed as mean ± SEM (n = 6). **P < 0.01, ***P < 0.001. T test was used. SHR, spontaneously hypertensive rats; Norm, normal rats; ICP, intracavernous pressure; MAP, mean arterial blood pressure.

### 3.12 The impact of C75 on the oxidative stress and NLRP3 inflammasome-dependent pyroptosis *in vivo*

In terms of oxidative stress, the SHR+C75 group exhibited significantly lower MDA levels and higher SOD and GSH levels compared to the SHR+Vehicle group (**Figures 10A–C**). Immunofluorescence analysis revealed a significant upregulation of antioxidant stress proteins Nrf2, HO-1, and NOQ1 following C75 treatment (**Figures 10D–I**). Immunohistochemistry confirmed that C75 reduced the expression of NLRP3, Caspase-1, IL-1β, and IL-18 in the penis (**Figures 10J–Q**), suggesting that C75 mitigated pyroptosis through activation of the Nrf2/HO-1 pathway and inhibition of oxidative stress and NLRP3 inflammasome production.

**Figure 10:**
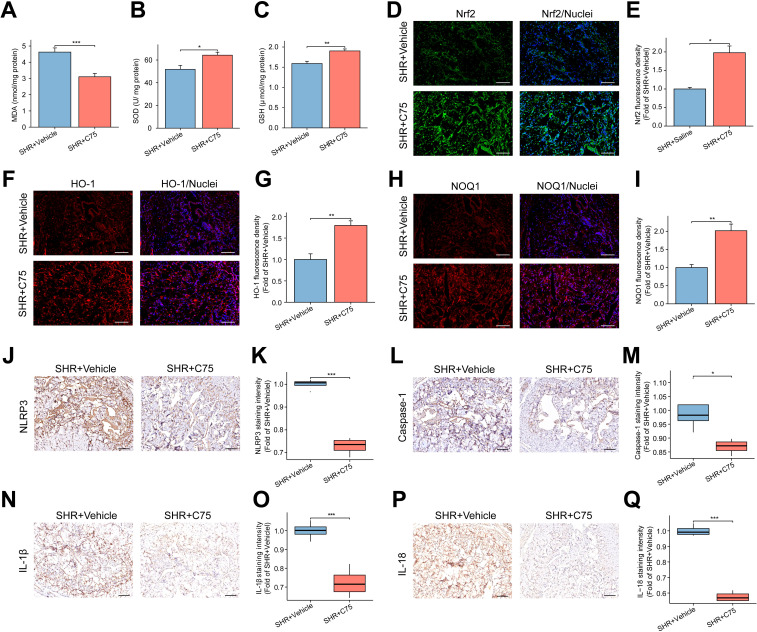
Effects of C75 on oxidative stress and NLRP3 inflammasome-mediated pyroptosis through the Nrf2/HO-1 pathway in the corpus cavernosum. **(A–C)** The bar graph of the content of MDA **(A)**, SOD **(B)** and GSH **(C)** in the corpus cavernosum. Data are expressed as mean ± SEM (n = 5). *P < 0.05, **P < 0.01, ***P < 0.001. T test was used. **(D, F, H)** The representative images of immunofluorescent staining of Nrf2 **(D)**, HO-1 **(F)**, and NOQ1 **(H)** in the corpus cavernosum. Scale bar = 100 μm. **(E, G, I)** The bar graphs of the quantification of fluorescence intensity for Nrf2 **(E)**, HO-1 **(G)**, and NOQ1 **(I)**. Data are expressed as mean ± SEM (n = 4). *P < 0.05, **P < 0.01. T test was used. **(J, L, N, P)**, The representative images of immunohistochemical staining for NLRP3 **(J)**, Caspase-1 **(L)**, IL-1β **(N)**, and IL-18 **(P)** in the corpus cavernosum. Scale bar = 100 μm. **(K, M, O, Q)** The box graphs of the quantification of staining intensity for NLRP3 **(K)**, Caspase-1 **(M)**, IL-1β **(O)**, and IL-18 **(Q)** between the two groups. Data are expressed as mean ± SEM (n = 4). *P < 0.05, ***P < 0.001. T test was used. SHR, spontaneously hypertensive rats; SOD, Superoxide dismutase; MDA, Malondialdehyde; GSH, Glutathione.

### 3.13 The effect of C75 on apoptosis *in vivo*

C75 treatment also decreased apoptosis in penile cavernous tissue, as indicated by fewer TUNEL-positive cells in the SHR+C75 group compared to the SHR+Vehicle group (**Figures 11A, D**). Immunohistochemical analysis of Caspase 3 and Caspase 9 further confirmed reduced apoptosis in the SHR+C75 group (**Figures 11B, C, E, F**).

**Figure 11:**
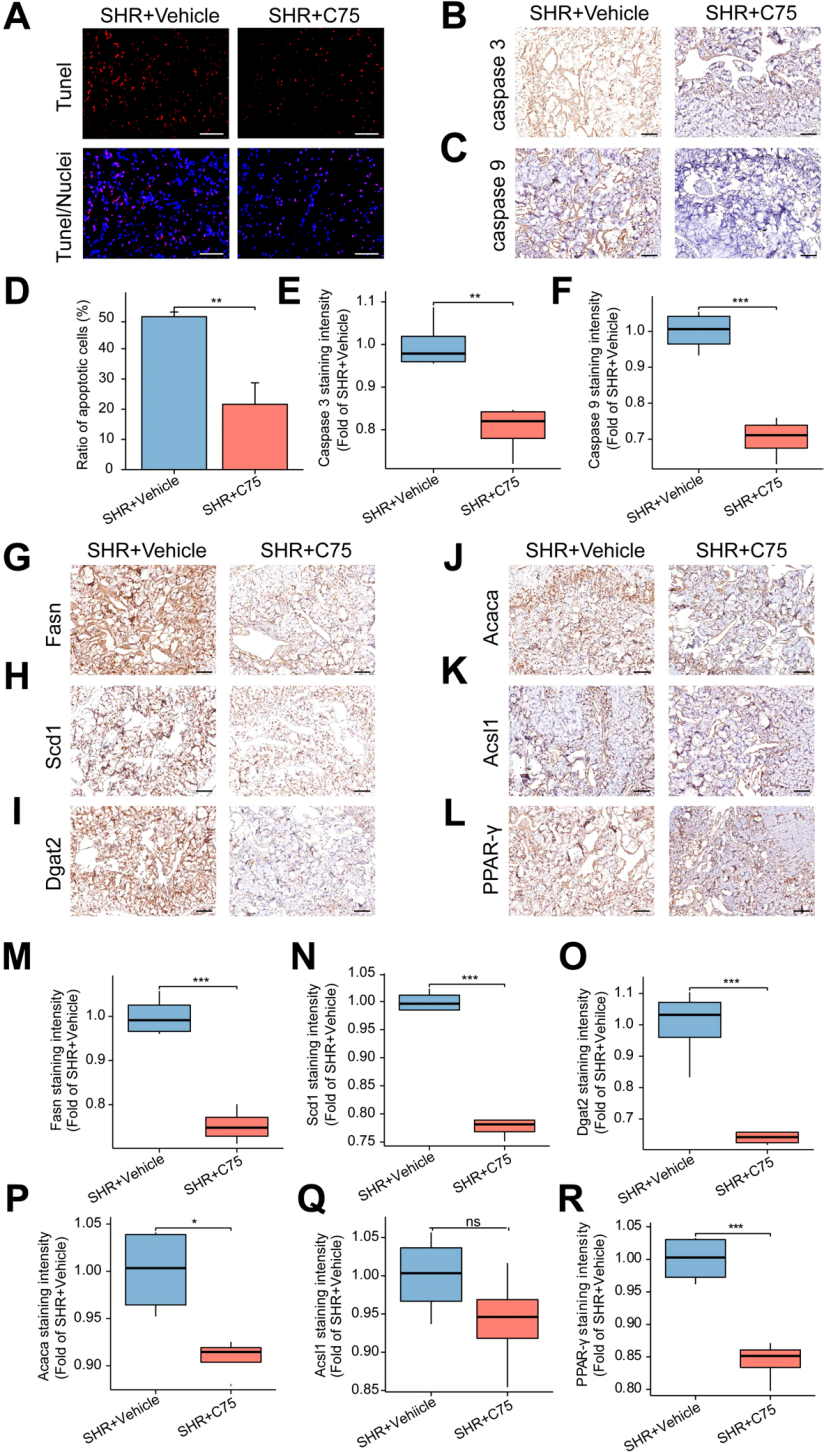
Effects of C75 on apoptosis and the lipid metabolism in the corpus cavernosum of SHR. **(A)** The representative images of TUNEL staining. Scale bar = 100 μm. **(B, C)** The representative images of immunohistochemical staining of Caspase 3 **(B)** and Caspase 9 **(C)**. Scale bar = 100 μm. **(D)** The bar graph of the percentage of TUNEL-positive cells. Data are expressed as mean ± SEM (n = 4). **P < 0.01. T test was used. **(E, F)** The box graphs of the quantitative data of immunohistochemical staining for Caspase 3 **(E)** and Caspase 9 **(F)**. Data are expressed as mean ± SEM (n = 4). **P < 0.01, ***P < 0.001. T test was used. **(G–L)** The representative images of immunohistochemical staining of the lipid metabolism-related genes, including Fasn **(G)**, Scd1 **(H)**, Dgat2 **(I)**, Acaca **(J)** and Acsl1 **(K)**, as well as the core gene PPAR-γ **(L)** in the PPAR signal pathway in the corpus cavernosum. Scale bar = 100 μm. **(M–R)** The box graphs of the quantification of staining intensity for Fasn **(M)**, Scd1 **(N)**, Dgat2 **(O)**, Acaca **(P)**, Acsl1 **(Q)** and PPAR-γ **(R)**. Data are expressed as mean ± SEM (n = 4). Ns means no significance. *P < 0.05, ***P < 0.001. T test was used.

### 3.14 The impact of C75 on the lipid metabolism *in vivo*

Finally, immunohistochemical analysis showed that, except for Acsl1 (**Figures 11K, Q**), the expression of lipid metabolism-related genes Fasn (**Figures 11G, M**), Scd1 (**Figures 11H, N**), Dgat2 (**Figures 11I, O**), Acaca (**Figures 11J, P**), and PPAR-γ (**Figures 11L, R**) were significantly decreased in the SHR+C75 group compared to the SHR+Vehicle group. These results indicated that C75 effectively inhibited lipid metabolism disorders in SHR.

## 4 Discussion

Hypertension affects approximately 31.1% of adults worldwide and is a leading cause of premature death globally (42). Hypertension increases the risk of ED, which may also serve as an early indicator of hypertension (43). However, the precise mechanisms through which hypertension induces ED remain unclear. This study observed decreased erectile function, elevated fibrosis, and endothelial injury in the penis of SHR. To explore the underlying mechanisms of hypertension-induced ED, transcriptomic and metabolomic analyses were conducted on penile corpus cavernosum tissues. The results highlighted lipid metabolism as the most significant signaling pathway, with Fasn identified as a key hub gene within this pathway. Further investigations revealed that Fasn knockdown or inhibition with C75 activated the Nrf2/HO-1 pathway, mitigating oxidative stress, reducing NLRP3 inflammasome-dependent pyroptosis, and alleviating endothelial cell damage. Ultimately, these interventions restored erectile function (**Figure 12**). These observations may provide novel insights into the treatment of hypertension-induced ED.

**Figure 12:**
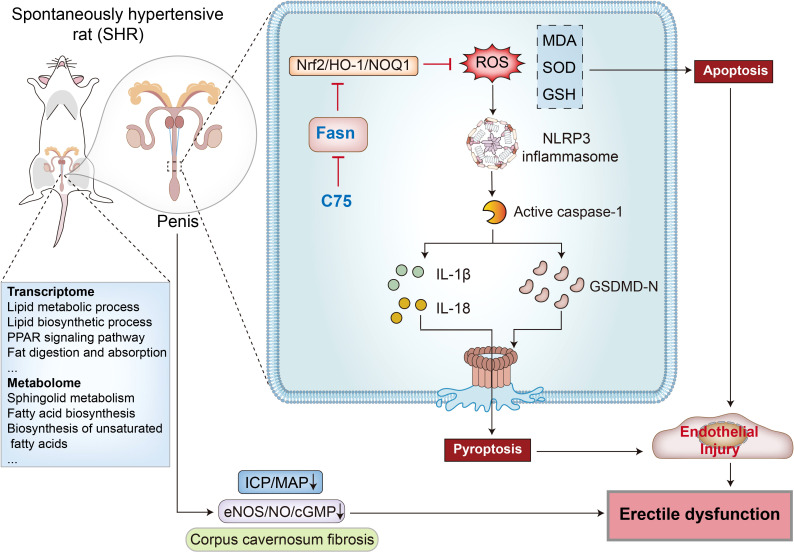
The Diagram illustrates how Fasn inhibition improves erectile dysfunction in spontaneously hypertensive rats. By conducting transcriptomic sequencing and metabolomic sequencing of penile corpus cavernosum tissues, the lipid metabolism pathway and hub gene Fasn were identified. Fasn is involved in the pathological process of hypertension-induced ED through inhibition of the Nrf2/HO-1 pathway, leading to ROS accumulation and NLRP3 inflammasome-mediated pyroptosis. The Fasn inhibitor C75 improves erectile function through reducing oxidative stress and inhibiting NLRP3 inflammasome-dependent pyroptosis via activating the Nrf2/HO-1 signaling pathway.

Consistent with previous studies linking hypertension to severe ED (44), impaired erectile function was observed in SHR, as indicated by a reduced maximum ICP/MAP ratio. Normal penile erection relies on NO release mediated by NOS, and the imbalance between NO and ROS production in SHR disrupts the NO/cGMP pathway, as confirmed by our results (45). The structural integrity and functional capacity of the corpus cavernosum are essential for penile erection, with vascular endothelial cells serving as the primary component of the sinusoidal vessels in this region, playing a critical role in erectile function. Given that penile erection primarily depends on vascular mechanisms, and endothelial tissue is highly sensitive to both functional and structural changes (43), hypertension-induced ED likely results from alterations in the structure and function of the corpus cavernosum, particularly damage to the vascular endothelial cells. Substantial evidence suggests that endothelial dysfunction is a consequence, rather than a cause, of hypertension (46, 47). A cohort study demonstrated a positive correlation between the severity of hypertension and the extent of endothelial dysfunction (48). In our study, analysis of VWF, CD31, eNOS, and α-SMA expression revealed a loss of endothelial and smooth muscle content in the penises of SHR. While the current studies primarily focus on vascular endothelial dysfunction as central contributors to hypertension-induced ED, neural damage is also a significant factor. As is exhibited that the prevalence of ED after radical prostatectomy for prostate cancer is 85%, with cavernous nerve injury (CNI) as the main cause (49). Animal models of CNI exhibit increased cavernous cell apoptosis due to oxidative stress induced by nerve injury (50). Chronically denervated penile corpus cavernosum exhibits increased fibrosis as well as downregulation of the nNOS/NO pathway (51, 52).

In this study, transcriptomic and metabolomic sequencing analyses were performed on the corpus cavernosum tissue to investigate genetic and metabolic changes associated with hypertension-induced ED. RNAseq results indicated that alterations in lipid metabolism and the PPAR signaling pathway may underlie hypertension-induced ED. Similarly, differential metabolite KEGG enrichment analysis under both anionic and cationic modes also highlighted lipid metabolism pathways, corroborating the RNAseq findings. Moreover, the DAMs also enriched in ABC transporters, arginine biosynthesis, and starch and sucrose metabolism. PPI analysis using the STRING database and Cytoscape software identified Fasn as a central hub gene. The production of Ang II, a key factor in hypertension-induced endothelial dysfunction, is widely used to establish *in vitro* models of hypertension (53). Yin et al. found that Ang II modulates the expression of genes involved in lipid metabolism, including Fasn, thereby promoting atherosclerosis progression (54). Moreover, Ang II-induced changes in lipid levels were observed in the placenta of hypertensive pregnant mice, potentially impairing placental function (55). Excessive apoptosis in cavernous tissue is known to contribute to the development of ED. Our previous study highlighted the involvement of an apoptosis-associated lncRNA-miRNA-mRNA network in ED in CNI rats (56). Carla et al. reported widespread apoptosis in smooth muscle and endothelial cells in diabetic patients with ED (57). In line with these observations, reduced proliferation was observed in the penis of SHR, with *in vitro* Ang II exposure leading to upregulation of Fasn and decreased proliferation in RAOECs. Notably, Fasn knockdown and Fasn inhibition with C75 increased proliferation and reduced apoptosis in RAOECs. Therefore, Fasn likely mediates the inhibitory effect of hypertension on endothelial cell proliferation in the corpus cavernosum.

Hypertension is widely recognized as a condition characterized by oxidative stress and local vascular inflammation (58). Ang II activates the Nox2 enzyme, contributing to hypertension-induced oxidative stress through ROS production (59, 60). In cardiovascular disease progression, areas of vascular damage are typically characterized by elevated local ROS (61). Nrf2 and its downstream target, HO-1, are critical in cellular defense against oxidative stress (62). Under normal conditions, Nrf2 is kept in an inactive state by binding to Keap1 in the cytoplasm (63). Upon activation, phosphorylated Nrf2 translocates to the nucleus, where it binds to AREs and promotes the expression of antioxidant proteins, including HO-1 and NQO1 (64, 65). Consistent with our hypothesis, treatment with siFasn and C75 upregulated Nrf2 and HO-1 expression in Ang II-induced RAOECs, reversing the elevated ROS levels.

ROS is widely acknowledged as an upstream mediator that promotes the activation of the NLRP3 inflammasome, triggering subsequent inflammatory cascades (66). Activation of the NLRP3 inflammasome leads to the recruitment and cleavage of pro-Caspase-1, followed by the activation of IL-1β and IL-18, ultimately inducing pyroptosis (67). In this study, siFasn and C75 significantly reduced the protein expression of NLRP3 and GSDMD-N in Ang II-induced RAOECs. To investigate whether the suppressive effect of Fasn inhibition on NLRP3 inflammasome-dependent pyroptosis is mediated through the reduction of ROS production, NAC, an antioxidant that eliminates ROS by promoting GSH synthesis, was used (68). Following ROS inhibition, the expression of GSDMD-N, NLRP3, IL-1β, and IL-18 was notably reduced. These results suggest that Fasn inhibition reduces ROS levels *via* the Nrf2/HO-1 pathway, thereby preventing NLRP3 inflammasome activation and mitigating the inflammatory response and cell pyroptosis induced by Ang II. Additionally, *in vivo* rescue experiments showed that treatment with the Fasn inhibitor C75 in SHR increased the expression of endothelial markers, including VWF, CD31, and eNOS, in the penis. These findings further suggest that C75 improved endothelial function, leading to the restoration of erectile function. Notably, no significant changes were observed in collagen I and α-SMA expression, reinforcing the idea that Fasn inhibitors primarily promote repair of the vascular endothelium in the penile corpus cavernosum, rather than affecting smooth muscle or fibrotic processes. C75 has been shown to enhance neutrophil chemotaxis by inhibiting Fasn, and it also improves survival of mice with sepsis in septic shock models (69). Singh et al. revealed that intraperitoneal injection of C75 in monocrotaline treated rats reduces right ventricular hypertrophy and improves cardiac function associated with pulmonary hypertension by enhancing metabolic function (70). Additionally, C75 induces apoptosis across various cancer cell lines, suggesting its potential as a therapeutic target for cancer (71). However, C75 can inhibit the mitochondrial fatty acid synthesis pathway, thereby impairing mitochondrial function (72). Some studies indicate that C75 may influence metabolic pathways beyond fatty acid synthesis, such as enhanced β-oxidation, and these effects have been linked to weight loss and anorexia nervosa (73, 74). While C75 presents certain adverse effects, these appear to be acceptable given its remarkable therapeutic efficacy.

This study represents one of the first to explore the role of lipid metabolism in hypertension-induced ED in SHR. Our results underscore the critical involvement of Fasn in oxidative stress and pyroptosis, highlighting the potential therapeutic value of C75 in modulating these pathways. However, certain limitations should be noted. While hypertension induces ED through the classical pyroptosis pathway, the contribution of non-classical pathways remains unexplored. Moreover, although the focus of our study was on vascular endothelial damage, the potential role of neural damage in ED was not extensively examined. Besides, for future studies, it is essential to use larger sample sizes to validate our findings.

## 5 Conclusion

In summary, a comprehensive analysis of transcriptomics and metabolomics revealed that lipid metabolism plays a pivotal role in hypertension-induced ED. Fasn inhibition was shown to reduce endothelial damage and functional changes by suppressing oxidative stress and NLRP3 inflammasome-dependent pyroptosis through activation of the Nrf2/HO-1 pathway. Furthermore, in SHR, the pharmacological inhibition of Fasn by C75 improved endothelial function and ameliorated ED. Therefore, C75 represents a promising therapeutic target for hypertension-induced ED.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GSE285267 (GEO).

# Supplementary material for: Fatty acid synthase inhibition improves hypertension-induced erectile dysfunction by suppressing oxidative stress and NLRP3 inflammasome-dependent pyroptosis through activating the Nrf2/HO-1 pathway
**Source:** Front Immunol. 2025 Jan 14;15:1532021. doi: 10.3389/fimmu.2024.1532021
**Supplement:** Supplementary file 6

Table S1. PCR primers used in the research.

| **Primers** |  | **Sequence (5’-3’)** |
| --- | --- | --- |
| **Fasn**  **GAPDH** | Forward  Reverse  Forward  Reverse | GGAGGTGGTGATAGCCGGTAT  TGGGTAATCCATAGAGCCCAG  GGCACAGTCAAGGCTGAGAATG  ATGGTGGTGAAGACGCCAGTA |

# Supplementary material for: Fatty acid synthase inhibition improves hypertension-induced erectile dysfunction by suppressing oxidative stress and NLRP3 inflammasome-dependent pyroptosis through activating the Nrf2/HO-1 pathway
**Source:** Front Immunol. 2025 Jan 14;15:1532021. doi: 10.3389/fimmu.2024.1532021
**Supplement:** Supplementary file 7

**Table S2. siRNA sequences.**

|  | Sequences (5’-3’) |
| --- | --- |
| si-Fasn-1  si-Fasn-2  si-Fasn-3 | CGGCUCUCUUUCUUCUUCGACUUCA  UGAAGUCGAAGAAGAAAGAGAGCCG  GACUUGGCCUUUGUGAGCAUGCUCA  UGAGCAUGCUCACAAAGGCCAAGUC  CAGCUAAAGCAAGAGGGCGUGUUUG  CAAACACGCCCUCUUGCUUUAGCUG |

# Supplementary material for: Fatty acid synthase inhibition improves hypertension-induced erectile dysfunction by suppressing oxidative stress and NLRP3 inflammasome-dependent pyroptosis through activating the Nrf2/HO-1 pathway
**Source:** Front Immunol. 2025 Jan 14;15:1532021. doi: 10.3389/fimmu.2024.1532021
**Supplement:** Supplementary file 8

**Table S3. Differential expressed POS metabolites between the normal and the spontaneously hypertensive rats (SHR) groups.**

| **Compound_ID** | **Name** | **P value** | **Log_2_FC** | **Vip** |
| --- | --- | --- | --- | --- |
| Com_1137_pos  Com_1772_pos  Com_3997_pos  Com_6424_pos  Com_4546_pos  Com_4102_pos  Com_5728_pos  Com_3847_pos  Com_1307_pos  Com_6252_pos  Com_3273_pos  Com_1649_pos  Com_629_pos  Com_3700_pos  Com_6009_pos  Com_6285_pos  Com_7387_pos  Com_2114_pos  Com_2039_pos  Com_8129_pos  Com_5654_pos  Com_1916_pos  Com_5176_pos  Com_357_pos  Com_2662_pos  Com_2282_pos  Com_5928_pos  Com_7631_pos  Com_6467_pos  Com_5061_pos  Com_189_pos  Com_6541_pos  Com_1390_pos  Com_6851_pos  Com_3661_pos  Com_3571_pos  Com_1963_pos  Com_1209_pos  Com_3726_pos  Com_3084_pos  Com_129_pos  Com_370_pos  Com_1818_pos  Com_28_pos  Com_2087_pos  Com_4531_pos  Com_1254_pos  Com_156_pos  Com_4463_pos  Com_191_pos  Com_1548_pos  Com_50_pos  Com_2271_pos  Com_3756_pos  Com_389_pos  Com_4182_pos  Com_1596_pos  Com_292_pos  Com_408_pos  Com_1529_pos  Com_7043_pos  Com_312_pos  Com_6750_pos  Com_2076_pos  Com_108_pos  Com_1471_pos  Com_2205_pos  Com_1509_pos  Com_558_pos  Com_3397_pos  Com_3275_pos  Com_2069_pos  Com_1982_pos  Com_377_pos  Com_293_pos  Com_7073_pos  Com_2338_pos  Com_450_pos  Com_268_pos  Com_6615_pos  Com_4405_pos  Com_76_pos  Com_2746_pos  Com_5457_pos  Com_394_pos  Com_4350_pos  Com_5290_pos  Com_49_pos  Com_7253_pos  Com_4703_pos  Com_513_pos  Com_1313_pos  Com_517_pos  Com_178_pos  Com_57_pos  Com_2162_pos  Com_440_pos  Com_3291_pos  Com_4871_pos  Com_7514_pos  Com_4344_pos  Com_2684_pos  Com_140_pos  Com_6253_pos  Com_1375_pos  Com_3866_pos  Com_325_pos  Com_2973_pos  Com_3594_pos  Com_1191_pos  Com_6970_pos  Com_4174_pos  Com_1179_pos  Com_7790_pos  Com_2034_pos  Com_300_pos  Com_2268_pos  Com_4695_pos  Com_2387_pos  Com_1835_pos  Com_1559_pos  Com_2096_pos  Com_4679_pos  Com_694_pos  Com_2201_pos  Com_2552_pos  Com_287_pos  Com_8369_pos  Com_9121_pos  Com_3327_pos  Com_726_pos  Com_899_pos  Com_5774_pos  Com_8119_pos  Com_225_pos  Com_5066_pos  Com_228_pos  Com_6828_pos  Com_3935_pos  Com_2734_pos  Com_2432_pos  Com_1221_pos  Com_3928_pos  Com_2573_pos  Com_1208_pos  Com_5350_pos  Com_990_pos  Com_4968_pos  Com_6761_pos  Com_4228_pos  Com_1957_pos  Com_3959_pos  Com_4186_pos  Com_4045_pos  Com_3075_pos  Com_486_pos  Com_3223_pos  Com_1045_pos  Com_7815_pos  Com_260_pos  Com_1377_pos  Com_1369_pos  Com_3426_pos  Com_278_pos  Com_571_pos  Com_4090_pos  Com_9502_pos | Desmethylcitalopram  Desoxycortone  C-6 NBD ceramide  3'-O-Methylinosine  1-[2-(2,5-dimethyl-1H-pyrrol-1-yl)-4-nitrophenyl]-1H-imidazole  SMH  PC (11:0/13:1)  N1-(1H-indol-4-yl)cyclohexane-1-carboxamide  Desloratadine  2-{[(4,5-dimethoxy-2-nitrophenethyl)imino]methyl}phenol  16-Heptadecyne-1,2,4-triol  Gibberellic acid  1,7-bis(3,4-dihydroxyphenyl)heptan-3-one  8,8-dimethyl-2-phenyl-4H,8H-pyrano[2,3-h]chromen-4-one  Neosaxitoxin  Phytosphingosine  3-(3,4-dimethoxyphenyl)-1-(2-hydroxy-4,6-dimethoxyphenyl)propan-1-one  Quinoline  Argininosuccinic acid  Gly-Tyr-Ala  CGS 12066B  Isoliquiritigenin  Medroxyprogesterone  Glycerophospho-N-palmitoyl ethanolamine  11β-Hydroxyandrosterone  15-Deoxy-Δ12,14-prostaglandin A1  N-[1-(4-methoxy-2-oxo-2H-pyran-6-yl)-2-methylbutyl]acetamide  1-(7-methoxy-2-oxo-2H-chromen-8-yl)-3-methyl-2-oxobutyl acetate  N'-[6-(tert-butyl)thieno[3,2-d]pyrimidin-4-yl]-4-methylbenzohydrazide  Sinefungin  L-Aspartic acid  2-{[4-(tert-butyl)benzyl]thio}-4-methylquinoline-3-carbonitrile  (±)11(12)-DiHET  AKK  PC (18:5e/2:0)  Isotretinoin  5-OxoETE  Eicosapentaenoic acid  4-Deacetylneosolaniol  6ß-Hydroxytestosterone  all-cis-4,7,10,13,16-Docosapentaenoic acid  3-Ureidopropionic acid  Phenylacetylglycine  D-(-)-Glutamine  11-Deoxy prostaglandin F1β  15-Acetyldeoxynivalenol  10-Nitrolinoleate  8Z,11Z,14Z-Eicosatrienoic acid  Coproporphyrin III tetramethyl ester  PC (18:4e/2:0)  PC (18:3e/2:0)  L-Glutamic acid  Diethyl maleate  Testosterone  Xanthurenic acid  PC (16:0e/3:0)  SB 205607  Creatine phosphate  L-serine  Bafilomycin B1  3,4-dihydro-2H-benzo[4,5]imidazo[2,1-b][1,3]thiazin-3-ol  DL-Stachydrine  ACar 20:2  2-(2-thienyl)-4H-chromen-4-one  Caprolactam  Prolylglycine  2,4,5-Trimethoxybenzaldehyde  RKK  O-Phosphocolamine  bicyclo[2.2.2]oct-2-en-1-yl 4-methylbenzene-1-sulfonate  JWH 018 N-pentanoic acid metabolite  ACar 20:4  ACar 18:2  trans-4-Hydroxy-L-proline  2-(3,5-dimethyl-1H-pyrazol-4-yl)-3-nitropyridine  ACar 15:0  3,5-Dimethoxybenzoic acid  Glucose 1-phosphate  Pyridoxamine  PC (14:1e/3:0)  Etiocholanolone  L-Pyroglutamic acid  (±)13-HpODE  Dihydromethysticin  4-(trifluoromethyl)nicotinic acid  O3-(2-thienylcarbonyl)-5-methyl-2-phenyl-3-furancarbohydroximamide  Pregnenolone  Proline  ACar 20:3  Prostaglandin B1  16(R)-HETE  PC (18:4e/4:0)  LPC 18:5  DLK  Docosapentaenoic acid  1-(3-ethyl-2,4-dihydroxy-6-methoxyphenyl)butan-1-one  1,4-dihydroxyheptadec-16-en-2-yl acetate  TNK  N1-(1,3-thiazolan-2-yliden)-3,5-dichloroaniline  Pheniramine N-oxide  5-Methyltetrahydrofolic acid  7,8-Dihydroneopterin  L-Histidine  N-[2,5-bis(2,2,2-trifluoroethoxy)benzoyl]-N'-(4-methoxyphenyl)urea  Isoquinoline  dUMP  3-methyl-5-oxo-5-(4-toluidino)pentanoic acid  Thiamine  Guanosine monophosphate  N-acetyl-D-glucosamine  PC (4:0/16:2)  Senecionine  2,3-dihydroxypropyl 12-methyltridecanoate  Lapachol  2-Myristoylglycerol  (2E,4E)-N-[2-(4-hydroxyphenyl)ethyl]dodeca-2,4-dienamide  Propionyl-L-carnitine  16α-Hydroxydehydroepiandrosterone  2-Methoxybenzaldehyde  Retrorsine  2-Arachidonoyl glycerol  5-Methylcytosine  1,2-dihydroxyheptadec-16-yn-4-yl acetate  2'-Deoxycytidine  Ethyl paraben  3-(4-hydroxy-3-methoxyphenyl)propanoic acid  5(S),15(S)-DiHETE  5-fluoro AB-PINACA N-(4-hydroxypentyl) metabolite  2-hydroxy-3,6-diphenylcyclohexyl acetate  Cerivastatin  o-Cresol  Palmitoylcarnitine  N-(cyclopropylmethyl)-N'-phenylurea  ACar 22:6  D-(+)-Maltose  4-Amino-6-chloro-1,3-benzenedisulfonamide  5-nitro-2-furaldehyde 2,2-dimethylhydrazone  Pyridoxal  5-(hydroxymethyl)-4-methoxy-2,5-dihydrofuran-2-one  5-Fluoro-2-[(3S)-1-(2-methylbenzyl)-3-pyrrolidinyl]-1H-benzimidazole  3,4-Dimethylbenzoic acid  Thiophene-2-carbaldehyde O-2-(2,6-dichlorobenzyl)oxime  allantoate  Flavin mononucleotide (FMN)  2-[5-(2-hydroxypropyl)oxolan-2-yl]propanoic acid  Heptadecanoic Acid  N'1-(6-methylpyridazin-3-yl)-4-chlorobenzene-1-carbohydrazide  5,6-dimethyl-4-oxo-4H-pyran-2-carboxylic acid  2-(2,6-dimethoxyphenyl)-5,6-dimethoxy-4H-chromen-4-one  Cortisone  Cytidine 5'-monophosphate (hydrate)  Oleoyl ethanolamide  Epitestosterone  DL-5-Methoxytryptophan  Biotin  Maltotetraose  ACar 18:0  α-Methyl-DL-histidine  PC (16:0/14:1)  PC (16:2e/2:0)  T-2 Triol  N-Acetylornithine  N-Carbamyl-L-glutamicacid  Dehydrocholic acid  5α-Tetrahydrocortisol  N'-{6-[(5-chloro-3-pyridyl)oxy]-3-pyridyl}-N,N-dimethyliminoformamide  Cannabigerolic acid | 1.25E-06  1.57E-06  1.69E-06  5.77E-06  1.38E-05  1.80E-05  2.78E-05  4.04E-05  4.49E-05  3.23E-05  3.58E-05  4.92E-05  5.63E-05  5.32E-05  7.58E-05  6.84E-05  0.000268097  0.000147735  0.000124501  0.00011903  0.00011044  9.08E-05  8.95E-05  0.000281904  0.000221147  0.000149475  0.000236766  0.000207168  0.00024809  0.000237398  0.000233448  0.000326837  0.000492413  0.001181179  0.000718425  0.000849292  0.000503773  0.000657157  0.00048049  0.000487356  0.000985039  0.000695601  0.001328378  0.001025475  0.001801448  0.001925886  0.001278341  0.001386007  0.002158572  0.002232731  0.002888697  0.001305515  0.002336731  0.003061744  0.001876003  0.002580061  0.001692136  0.003346962  0.001798437  0.007554637  0.008329422  0.003437459  0.002925203  0.004982983  0.002704687  0.00584447  0.005379345  0.009278777  0.002252916  0.006976695  0.003957261  0.005677691  0.004591776  0.003045608  0.004216512  0.005912785  0.006828749  0.005622228  0.009236723  0.006730734  0.010124603  0.006691873  0.00507667  0.004949253  0.009163192  0.008228869  0.009681505  0.006439089  0.011432097  0.005630611  0.008815616  0.010359855  0.009371844  0.013610922  0.009356837  0.014308047  0.01488363  0.01631349  0.014626064  0.00744033  0.01612569  0.006425006  0.011082379  0.011258189  0.014608475  0.014443208  0.022192036  0.010707909  0.010438852  0.012314297  0.015575908  0.012920485  0.019066321  0.013717715  0.019704753  0.032059501  0.022934621  0.015021714  0.019355784  0.012687652  0.017093066  0.026372089  0.015781758  0.028000484  0.020538866  0.018137736  0.026847127  0.009310652  0.03036006  0.021682475  0.023442266  0.016208632  0.021084595  0.02828078  0.010787925  0.034163899  0.012995847  0.03914852  0.036806777  0.036495435  0.043389475  0.02358127  0.031820542  0.045067573  0.027437027  0.041535076  0.026329016  0.033988356  0.03713514  0.019690174  0.023531508  0.03165249  0.034043804  0.046471149  0.042787717  0.02748458  0.02525013  0.047915743  0.036079477  0.04006802  0.026946764  0.042290274  0.0445802  0.0293638  0.032599537  0.040489257  0.039157009 | \| 4.33650016 \| \| --- \| \| 4.459969623 \| \| 3.726251768 \| \| 2.892210932 \| \| 3.822126857 \| \| 2.097859142 \| \| 1.556461513 \| \| 3.381614574 \| \| 3.569246972 \| \| 1.351263297 \| \| 1.360319131 \| \| 2.06294362 \| \| 2.024133999 \| \| 3.218928067 \| \| 2.902295131 \| \| 2.884617203 \| \| 1.515467062 \| \| -1.344248051 \| \| 1.962556865 \| \| 2.555893997 \| \| 2.825102871 \| \| 4.832958329 \| \| 3.816178267 \| \| 1.013025161 \| \| 3.065868776 \| \| 1.2430442 \| \| 1.184020944 \| \| 2.787416782 \| \| 1.748492315 \| \| 2.562788829 \| \| 0.677609915 \| \| 0.90132022 \| \| 1.826438114 \| \| 0.354860121 \| \| 2.11538649 \| \| 2.286212212 \| \| 1.451022585 \| \| 2.006593076 \| \| 2.247521446 \| \| 1.652619586 \| \| 1.302835092 \| \| 0.645677116 \| \| -1.8847737 \| \| 1.076706275 \| \| 1.386599511 \| \| 2.04481623 \| \| -0.81147655 \| \| 0.873829481 \| \| -1.171731189 \| \| 1.17887796 \| \| 1.498817082 \| \| 0.520639555 \| \| -0.609409865 \| \| 1.102094964 \| \| 1.468052383 \| \| -0.851015499 \| \| 0.892042794 \| \| -1.279551781 \| \| 0.367196949 \| \| -1.104701847 \| \| -1.859200868 \| \| 0.721131199 \| \| -1.534872038 \| \| -0.727950543 \| \| 2.419418383 \| \| 0.855922564 \| \| -0.574634481 \| \| -1.051770848 \| \| 0.411156416 \| \| 3.270112556 \| \| 0.486286267 \| \| -0.887183056 \| \| -1.565242828 \| \| 0.845621565 \| \| -0.668684526 \| \| -0.955842696 \| \| -0.53781562 \| \| 0.61223218 \| \| -0.434090452 \| \| 0.618912144 \| \| 0.722172051 \| \| 0.890201302 \| \| 0.853215952 \| \| 1.223759366 \| \| -0.745686173 \| \| -2.04409707 \| \| 1.876671377 \| \| 0.704418607 \| \| -1.226477627 \| \| 0.704173164 \| \| 0.846200059 \| \| 0.866812173 \| \| 3.40804618 \| \| 0.578870245 \| \| 0.812043332 \| \| -0.703152038 \| \| 3.008971869 \| \| -0.503729946 \| \| 1.23252971 \| \| 1.90218893 \| \| 0.818835287 \| \| 0.903113747 \| \| 1.134237404 \| \| -0.647212573 \| \| -0.479956124 \| \| 1.567703169 \| \| -0.873944865 \| \| 0.711452689 \| \| 1.114040638 \| \| 0.546590914 \| \| 1.03068392 \| \| 0.591078148 \| \| 1.842779696 \| \| -1.01766838 \| \| 1.732349191 \| \| -0.631640847 \| \| -0.630852031 \| \| 0.830169388 \| \| -0.536861268 \| \| -0.819002655 \| \| 0.874360264 \| \| -0.588787692 \| \| 3.048582473 \| \| -0.926272549 \| \| -0.535154375 \| \| -0.447746205 \| \| 0.694351066 \| \| 0.649157809 \| \| 1.30814867 \| \| 2.670224311 \| \| -0.209479055 \| \| -0.8982111 \| \| 0.602749494 \| \| -0.83766817 \| \| 0.57261088 \| \| 0.908945501 \| \| 0.436703198 \| \| -0.408810427 \| \| -0.680432112 \| \| -0.507317445 \| \| -0.465198394 \| \| -0.48439213 \| \| 0.960942207 \| \| -0.86356006 \| \| -0.480259963 \| \| 0.780331082 \| \| 1.517580765 \| \| -0.581500928 \| \| -0.561839946 \| \| 0.773814423 \| \| 0.549544948 \| \| 1.36263406 \| \| 0.587705112 \| \| -0.491375876 \| \| -0.38129803 \| \| 0.857799917 \| \| -1.092337037 \| \| -0.799312674 \| \| 0.951542711 \| \| 0.763097387 \| \| 0.746421003 \| \| 0.453296769 \| \| 0.287731207 \| \| -0.477210821 \| \| -0.595257478 \| \| -0.399309398 \| \| 0.501487608 \| | \| 1.892972714 \| \| --- \| \| 1.888150773 \| \| 1.880406032 \| \| 1.85810804 \| \| 1.84682196 \| \| 1.84323178 \| \| 1.839020539 \| \| 1.835471405 \| \| 1.832563233 \| \| 1.831432511 \| \| 1.824177375 \| \| 1.823926798 \| \| 1.820132002 \| \| 1.816642469 \| \| 1.811277674 \| \| 1.808674228 \| \| 1.805492458 \| \| 1.804923005 \| \| 1.800053225 \| \| 1.795983961 \| \| 1.791874539 \| \| 1.787223019 \| \| 1.785515035 \| \| 1.782414971 \| \| 1.776845033 \| \| 1.776042058 \| \| 1.771767126 \| \| 1.759558961 \| \| 1.751492144 \| \| 1.747216195 \| \| 1.733358725 \| \| 1.732565357 \| \| 1.729650663 \| \| 1.727621282 \| \| 1.724379134 \| \| 1.7219341 \| \| 1.718530459 \| \| 1.712201872 \| \| 1.709800412 \| \| 1.707636469 \| \| 1.704033892 \| \| 1.682663508 \| \| 1.659358181 \| \| 1.658197864 \| \| 1.6579008 \| \| 1.656654268 \| \| 1.653406143 \| \| 1.651893641 \| \| 1.651488167 \| \| 1.648722724 \| \| 1.635442446 \| \| 1.633795172 \| \| 1.632488785 \| \| 1.631657058 \| \| 1.630968002 \| \| 1.627835895 \| \| 1.614789041 \| \| 1.614388881 \| \| 1.609904776 \| \| 1.596397647 \| \| 1.59189194 \| \| 1.589710174 \| \| 1.589496543 \| \| 1.589050166 \| \| 1.58440526 \| \| 1.571622508 \| \| 1.571077483 \| \| 1.570152811 \| \| 1.569990903 \| \| 1.568009615 \| \| 1.560415784 \| \| 1.560202913 \| \| 1.559728947 \| \| 1.558653063 \| \| 1.558557485 \| \| 1.557376532 \| \| 1.543990638 \| \| 1.543580613 \| \| 1.543542011 \| \| 1.540314053 \| \| 1.53891814 \| \| 1.536202186 \| \| 1.533775272 \| \| 1.531402401 \| \| 1.526745229 \| \| 1.518408482 \| \| 1.518130511 \| \| 1.517399725 \| \| 1.51460551 \| \| 1.509371096 \| \| 1.509330646 \| \| 1.504104276 \| \| 1.49525919 \| \| 1.492266694 \| \| 1.491421789 \| \| 1.490507912 \| \| 1.488121659 \| \| 1.483254672 \| \| 1.47577936 \| \| 1.47483962 \| \| 1.473308848 \| \| 1.4695444 \| \| 1.461721702 \| \| 1.460771517 \| \| 1.459497651 \| \| 1.457670719 \| \| 1.453321328 \| \| 1.445259938 \| \| 1.444634925 \| \| 1.436121722 \| \| 1.435039604 \| \| 1.432566158 \| \| 1.432216156 \| \| 1.431802355 \| \| 1.429333467 \| \| 1.426445377 \| \| 1.426354149 \| \| 1.422354756 \| \| 1.417304715 \| \| 1.417148716 \| \| 1.416139698 \| \| 1.413281076 \| \| 1.413163633 \| \| 1.410499978 \| \| 1.408192012 \| \| 1.407773182 \| \| 1.401829544 \| \| 1.394256895 \| \| 1.393866045 \| \| 1.389760054 \| \| 1.383697387 \| \| 1.381898729 \| \| 1.374918306 \| \| 1.37404262 \| \| 1.373174305 \| \| 1.36663386 \| \| 1.36254121 \| \| 1.35938373 \| \| 1.357633143 \| \| 1.346792647 \| \| 1.339230376 \| \| 1.337438052 \| \| 1.336912559 \| \| 1.33587283 \| \| 1.329997624 \| \| 1.329354947 \| \| 1.319686231 \| \| 1.30945342 \| \| 1.30942459 \| \| 1.307626111 \| \| 1.306570071 \| \| 1.306291218 \| \| 1.303198781 \| \| 1.29559576 \| \| 1.277650934 \| \| 1.273290661 \| \| 1.266830891 \| \| 1.26073686 \| \| 1.25988281 \| \| 1.253998083 \| \| 1.244998421 \| \| 1.231193541 \| \| 1.221469201 \| \| 1.218607817 \| \| 1.214251557 \| \| 1.17149863 \| \| 1.160404283 \| |

# Supplementary material for: Fatty acid synthase inhibition improves hypertension-induced erectile dysfunction by suppressing oxidative stress and NLRP3 inflammasome-dependent pyroptosis through activating the Nrf2/HO-1 pathway
**Source:** Front Immunol. 2025 Jan 14;15:1532021. doi: 10.3389/fimmu.2024.1532021
**Supplement:** Supplementary file 9

**Table S4. Differential expressed NEG metabolites between the normal and the spontaneously hypertensive rats (SHR) groups.**

| **Compound_ID** | **Name** | **P value** | **Log_2_FC** | **Vip** |
| --- | --- | --- | --- | --- |
| \| Com_1525_neg \| \| --- \| \| Com_302_neg \| \| Com_3854_neg \| \| Com_1361_neg \| \| Com_2640_neg \| \| Com_5173_neg \| \| Com_3303_neg \| \| Com_2033_neg \| \| Com_1961_neg \| \| Com_7205_neg \| \| Com_7269_neg \| \| Com_2213_neg \| \| Com_6080_neg \| \| Com_3923_neg \| \| Com_1260_neg \| \| Com_2692_neg \| \| Com_77_neg \| \| Com_3547_neg \| \| Com_854_neg \| \| Com_7239_neg \| \| Com_295_neg \| \| Com_4233_neg \| \| Com_4846_neg \| \| Com_2064_neg \| \| Com_1405_neg \| \| Com_3345_neg \| \| Com_676_neg \| \| Com_3252_neg \| \| Com_3334_neg \| \| Com_2322_neg \| \| Com_5271_neg \| \| Com_4904_neg \| \| Com_3550_neg \| \| Com_4418_neg \| \| Com_3082_neg \| \| Com_2609_neg \| \| Com_7545_neg \| \| Com_3172_neg \| \| Com_284_neg \| \| Com_4524_neg \| \| Com_720_neg \| \| Com_7051_neg \| \| Com_2281_neg \| \| Com_732_neg \| \| Com_488_neg \| \| Com_3054_neg \| \| Com_6919_neg \| \| Com_5982_neg \| \| Com_42_neg \| \| Com_1299_neg \| \| Com_797_neg \| \| Com_7099_neg \| \| Com_1891_neg \| \| Com_692_neg \| \| Com_4518_neg \| \| Com_59_neg \| \| Com_1819_neg \| \| Com_474_neg \| \| Com_814_neg \| \| Com_110_neg \| \| Com_629_neg \| \| Com_1463_neg \| \| Com_1083_neg \| \| Com_590_neg \| \| Com_772_neg \| \| Com_106_neg \| \| Com_375_neg \| \| Com_594_neg \| \| Com_5957_neg \| \| Com_2669_neg \| \| Com_6087_neg \| \| Com_5321_neg \| \| Com_2564_neg \| \| Com_56_neg \| \| Com_3836_neg \| \| Com_1224_neg \| \| Com_2605_neg \| \| Com_4_neg \| \| Com_4246_neg \| \| Com_1715_neg \| \| Com_52_neg \| \| Com_623_neg \| \| Com_2838_neg \| \| Com_6918_neg \| \| Com_831_neg \| \| Com_263_neg \| \| Com_2658_neg \| \| Com_1203_neg \| \| Com_270_neg \| \| Com_1336_neg \| \| Com_6170_neg \| \| Com_1294_neg \| \| Com_309_neg \| \| Com_868_neg \| \| Com_673_neg \| \| Com_779_neg \| \| Com_767_neg \| \| Com_4215_neg \| \| Com_7233_neg \| \| Com_96_neg \| \| Com_2219_neg \| \| Com_1905_neg \| \| Com_4590_neg \| \| Com_36_neg \| \| Com_2569_neg \| \| Com_6333_neg \| \| Com_5064_neg \| \| Com_1977_neg \| \| Com_4349_neg \| \| Com_6_neg \| \| Com_2492_neg \| \| Com_7089_neg \| \| Com_3564_neg \| \| Com_392_neg \| \| Com_3232_neg \| \| Com_4759_neg \| \| Com_3428_neg \| \| Com_103_neg \| \| Com_1433_neg \| \| Com_2632_neg \| \| Com_81_neg \| \| Com_2471_neg \| \| Com_3611_neg \| \| Com_282_neg \| \| Com_1728_neg \| \| Com_1858_neg \| \| Com_7_neg \| \| Com_2447_neg \| \| Com_3321_neg \| \| Com_986_neg \| \| Com_150_neg \| \| Com_5632_neg \| \| Com_3957_neg \| \| Com_7475_neg \| \| Com_2275_neg \| \| Com_471_neg \| \| Com_744_neg \| \| Com_2482_neg \| \| Com_161_neg \| \| Com_144_neg \| \| Com_1316_neg \| \| Com_1915_neg \| \| Com_5960_neg \| \| Com_5337_neg \| \| Com_3804_neg \| \| Com_3329_neg \| \| Com_297_neg \| \| Com_837_neg \| \| Com_3768_neg \| \| Com_6658_neg \| \| Com_4457_neg \| \| Com_3224_neg \| \| Com_1658_neg \| \| Com_1407_neg \| \| Com_765_neg \| \| Com_943_neg \| \| Com_5346_neg \| \| Com_4280_neg \| \| Com_1879_neg \| \| Com_3824_neg \| \| Com_141_neg \| \| Com_677_neg \| \| Com_5182_neg \| \| Com_4378_neg \| \| Com_127_neg \| \| Com_6659_neg \| \| Com_4073_neg \| \| Com_7485_neg \| \| Com_5967_neg \| \| Com_5155_neg \| \| Com_4593_neg \| \| Com_3489_neg \| \| Com_2807_neg \| \| Com_1348_neg \| \| Com_7008_neg \| \| Com_6982_neg \| \| Com_2467_neg \| \| Com_3880_neg \| \| Com_1245_neg \| \| Com_6607_neg \| \| Com_193_neg \| \| Com_6010_neg \| \| Com_16_neg \| \| Com_750_neg \| \| Com_4872_neg \| \| Com_3487_neg \| \| Com_2394_neg \| | PE (3:0/16:4)  Erythronolactone  Astilbin  3-[3-(beta-D-Glucopyranosyloxy)-2-hydroxyphenyl]propanoic acid  PS (2:0/20:1)  Salvinorin A  FAHFA (18:0/20:2)  3-Hydroxydecanoic acid  α-Cyclodextrin  FAHFA (7:0/20:4)  Kaempferitrin  LPE 19:0  LPC 19:0  PE (2:0/20:1)  LPC 17:0  Dimetghyl 4-Hydroxyisophthalate  Stearic Acid  L-Methionine sulfone  Phenylacetaldehyde  PG (16:0/16:1)  Phosphocreatine  Ethyl myristate  PA (2:0/20:5)  LPC 20:2  N-Isovalerylglycine  Minocycline  15(S)-HpETE  3-Indoleacrylic acid  6-Hydroxycaproic acid  3-Hydroxysebacic acid  trans-Petroselinic Acid  Tyr-Tyr-Tyr  PE (2:0/20:0)  L-Palmitoylcarnitine  4-(octyloxy)benzoic acid  N1-(4-cyclohexylphenyl)-2-[(4-methylphenyl)thio]acetamide  Lysopa 18:0  2-Ethylhexanoic acid  methyl {[(2-oxo-2H-pyran-6-yl)carbonyl]amino}methanethioate  N4-Acetylcytidine  2-(acetylamino)-4-(methylthio)butanoic acid  N-Acetyl-L-tyrosine  AcylGlcADG (12:0-20:4-16:4)  1,3-dipyridin-3-ylpropane-1,3-dione  Cer-NS (d17:1/38:0)  Bialaphos  NSI-189  2-{1-[2-(4-benzhydrylpiperazino)-2-oxoethyl]cyclopentyl}acetic acid  methadone-d9  N-Acetyl-D-galactosamine 4-sulfate  4-Hydroxymandelonitrile  Norfludiazepam  Flavin adenine dinucleotide  Arginine  11-deoxy Corticosterone  LysoPE 18:0  N-acetyl-L-ornithine  Glycine anhydride  Uridine monophosphate (UMP)  UDP-N-acetylglucosamine  Uridine 5'-monophosphate  D-2-Aminoadipic acid  N-{5-[(dimethylamino)sulfonyl]-2-methylphenyl}cyclohexanecarboxamide  LPC 14:0  Cytidine-5'-monophosphate  LPC 20:4  Histidine  FAHFA (18:2/20:4)  Lysopc 16:1  2'-Deoxyuridine-5-monophosphate  1-(4-methylphenyl)-3-(2-pyridylthio)pyrrolidine-2,5-dione  PEtOH (12:0-18:2)  LPC 17:1  N-Acetyl-α-D-glucosamine 1-phosphate  Kojic acid  Adenosine 5'-monophosphate  3,5-Diiodotyrosine  Docosahexaenoic Acid  LPE 15:0  (±)19(20)-DiHDPA  Pyroglutamic acid  LPE 22:4  FAHFA (20:3/22:5)  LPS 20:0  LPS 20:3  LPE 18:2  HexCer-NS (d29:3/24:2)  17(S)-HpDHA  LPS 22:4  Guanosine monophosphate (GMP)  Prostaglandin A1 ethyl ester  FAHFA (20:4/22:5)  (±)9-HpODE  (±)9(10)-EpOME  FAHFA (18:1/20:3)  PE (20:4e/2:0)  LPS 22:6  FAHFA (22:5/18:2)  FAHFA (18:1/18:2)  LPE 16:0  DGDG (16:0/16:2)  FAHFA (22:4/18:0)  Phosphopyruvic acid  Maltotriose  Undecanedioic acid  MGDG (22:0/18:1)  LPE 20:1  LPA 8:0  Benzyl cinnamate  Linoleic Acid  Naringenin  LPG 20:5  FAHFA (20:4/18:1)  LPC 22:6  Dibutyl sebacate  11-Ketoetiocholanolone  LPE 18:3  LPE 18:1  LPE 20:3  FAHFA (22:5/20:4)  LPE 20:4  FAHFA (22:5/22:5)  Inosine-5'-monophosphate (IMP)  D-(+)-Glucose  2-Hydroxymyristic acid  12-oxo Phytodienoic Acid  Oleic Acid  LPC 20:3  LPC 22:5  LPE 22:5  δ-Ribono-1,4-lactone  Cannabidiolic acid  LPE 17:1  OxPE (18:0-20:3+4O(1Cyc))  LPC 20:5  Lysope 18:1  FAHFA (18:2/18:1)  FAHFA (22:6/18:3)  3-Phosphoglyceric acid  Phosphoenolpyruvic acid  LPS 16:0  Lauric acid  DGDG (18:4/20:4)  LPG 24:0  Tauroursodeoxycholic acid  PE (22:6e/2:0)  Myristic Acid  Taurochenodeoxycholic Acid (sodium salt)  LPE 14:0  FAHFA (18:1/22:4)  DGDG (18:1/18:3)  trans-10-Heptadecenoic Acid  cholesteryl sulfate  Thymidine 5'-monophosphate  4-amino-2-(4-chlorophenyl)-6-(methylthio)pyrimidine-5-carbonitrile  PC (18:5e/16:0)  SM (d14:1/23:0)  HexCer-NDS (d18:0/14:0)  N-benzyl-N-isopropyl-N'-[4-(trifluoromethoxy)phenyl]urea  FAHFA (18:3/16:2)  LPE 22:6  LPC 16:1  15-Deoxy-δ12,14 -Prostaglandin J2  Linolelaidic Acid (C18:2N6T)  (±)9(10)-DiHOME  1,7-Bis(4-hydroxyphenyl)-3,5-heptanediol  Dihydroroseoside  FAHFA (14:1/16:3)  Prostaglandin E1  LPE 20:5  PA (2:0/8:0)  PE (9:0/20:5)  Dehydroepiandrosterone  13-Hpotre(R)  DGDG (16:1/16:3)  OxPE (18:1-20:4+1O(1Cyc))  LPS 16:1  Prostaglandin E2  LPS 18:3  Monensin  LPE 16:1  Levosulpiride  Palmitoleic Acid  FAHFA (16:1/18:3)  19-Nortestosterone  Tetradecanedioic acid  MGDG (18:0/16:1) | 0.027763913  0.001976186  0.028626866  0.029804756  0.015734635  0.000133096  0.020673835  0.0063201  0.00075691  0.010975208  0.023486285  0.004540837  0.000687585  0.000132674  9.84E-05  0.018267377  0.009978531  0.01853895  0.01457539  0.005713503  0.005229347  0.016934332  0.015025303  0.000535664  0.032057046  0.000166357  0.044736459  0.028610005  0.021264703  0.012844067  0.036340754  0.012063979  0.030066412  0.024356657  0.000497682  0.0060819  0.025712495  0.038479469  0.029837564  0.024439475  0.021588462  0.00351484  0.002461599  0.000141647  0.004866018  0.008960367  0.00156579  2.55E-05  0.035726702  0.006645169  0.002450268  0.00015918  0.044168354  0.021346024  0.007697507  0.036234059  0.04938465  0.03726879  0.003985515  0.010045301  0.030922786  0.043200453  0.012119822  0.004090796  0.025722119  0.004571632  0.038077565  0.003866765  0.006547832  0.03210594  0.042237515  0.004272291  0.03550331  0.000753767  0.030451075  0.003958671  0.009230888  0.00249007  0.017003514  0.001337939  0.026502862  0.003287176  2.70E-05  0.012138634  0.008290588  0.012393454  0.038936422  0.007095525  0.039720741  0.049843992  0.004783693  0.005658523  0.000138926  0.006880454  0.001501192  0.00651521  0.000227877  0.002003117  0.002901216  0.006597435  0.001450295  0.002052565  0.017878292  0.002389084  0.000975078  0.004160045  0.003047253  0.044783304  0.006278944  1.15E-05  0.005395898  0.012959791  0.000459536  0.004889021  0.000328862  0.006045269  0.01783226  0.000134884  0.010899907  1.29E-05  0.000545616  0.000127128  0.001704533  0.019100191  0.001656277  0.021593269  1.79E-05  0.007420676  0.001750647  0.000828337  0.006310461  5.18E-05  4.34E-05  0.005777452  0.001727202  0.000355818  9.24E-06  0.000517373  0.008243655  0.008603669  0.005517987  0.000223747  0.000823046  7.68E-06  0.028323048  0.004988147  6.95E-07  0.035471136  0.000962903  9.31E-05  0.000900457  1.59E-05  0.045563454  0.002614436  0.008403474  4.86E-05  0.000770092  0.000550515  1.07E-06  8.45E-06  0.00149883  0.001102487  1.29E-05  8.73E-05  2.68E-05  1.99E-05  0.033271351  1.46E-06  0.00020949  0.000433192  1.22E-06  5.72E-07  4.87E-06  4.16E-06  0.001962044  0.00055519  0.000143075  0.003337653  7.60E-05  1.11E-06  0.000127515  4.37E-07  5.74E-07  2.85E-08  1.18E-06  4.07E-06  8.30E-06 | -3.000332619  -2.327908215  -2.245465519  -2.090828555  -1.954745065  -1.903031931  -1.83144478  -1.813910445  -1.813840836  -1.741910459  -1.648440175  -1.570170825  -1.488850089  -1.450114059  -1.396127185  -1.382786405  -1.272865009  -1.238965619  -1.182121633  -1.025751437  -1.025243125  -1.008575339  -0.970848737  -0.968806158  -0.949155216  -0.890298455  -0.875399588  -0.856633278  -0.819471385  -0.794309928  -0.774145126  -0.718250178  -0.706339802  -0.682783865  -0.675539822  -0.673415946  -0.663829211  -0.66333834  -0.662705176  -0.660834645  -0.659382133  -0.644558802  -0.628899764  -0.618130952  -0.609564667  -0.609562128  -0.571454476  -0.536842683  -0.484708327  -0.474423565  -0.45708861  -0.452936022  -0.341994781  -0.29920643  -0.267951719  -0.258560238  -0.198068192  0.331560768  0.364657176  0.366308172  0.367121344  0.379741125  0.384780193  0.396791045  0.418842825  0.44286743  0.470493162  0.471014801  0.504290977  0.506998313  0.508146995  0.517382195  0.527362013  0.527945349  0.533588155  0.57416278  0.579442713  0.583406322  0.584410856  0.613951068  0.620706838  0.623251445  0.629935162  0.659405038  0.672032169  0.704164272  0.713773112  0.720222558  0.756258193  0.760029013  0.765447158  0.779625593  0.823660028  0.824761621  0.826387199  0.861950305  0.866611645  0.871895184  0.872753743  0.874979712  0.885505787  0.885616907  0.89340219  0.896175793  0.905074233  0.906055406  0.914265011  0.920558648  0.948492775  0.955071403  0.959296187  0.963572175  0.991187819  0.99986937  1.029420157  1.035273839  1.087587903  1.089357543  1.104366043  1.12010952  1.146329471  1.177627591  1.202553683  1.255185462  1.260388262  1.271322083  1.290159851  1.345127353  1.38030083  1.385670927  1.38764045  1.416667273  1.457098326  1.476135585  1.47638915  1.479544395  1.488157774  1.529005529  1.559189633  1.566989185  1.569920945  1.577107392  1.61488861  1.636938947  1.671058411  1.681159598  1.692375758  1.708813238  1.773365522  1.773548014  1.786113219  1.797188331  1.802812255  1.85854974  1.871232941  2.005805257  2.091930309  2.132258997  2.222107803  2.234040717  2.386819975  2.402484548  2.409022221  2.44451945  2.607075371  2.623009594  2.630729564  2.65194877  2.653373651  2.773574394  2.855725826  2.871962945  2.910346759  2.959287518  2.967350456  2.985744583  3.067722366  3.140473818  3.214493684  3.352888619  3.423523162  3.579319249  3.700664164  3.708568169  3.8348713  3.835733107  4.440606355 | 1.164057621  1.475386214  1.209590402  1.186928073  1.246693978  1.586553664  1.191437845  1.359861097  1.494320271  1.309602037  1.193635143  1.361638632  1.504653337  1.597051696  1.585946208  1.234133674  1.287315448  1.218903083  1.270919325  1.369894388  1.354043071  1.250169381  1.304060786  1.549368464  1.183685691  1.584445387  1.107294837  1.185986771  1.210223946  1.278769946  1.148175377  1.272487175  1.149544152  1.17986926  1.561925756  1.347380262  1.162422752  1.099024558  1.182111342  1.176644649  1.244942322  1.434508329  1.438972619  1.581986924  1.36583403  1.340338009  1.46027686  1.627337018  1.103394722  1.375823878  1.489981444  1.577059684  1.072007669  1.171168089  1.297726463  1.097481353  1.14079033  1.136489628  1.426404587  1.337870114  1.182300381  1.174909386  1.307743699  1.429235745  1.22106815  1.375236269  1.113598926  1.456801424  1.387310994  1.222766715  1.126995946  1.395695155  1.193809435  1.544479283  1.180449603  1.408045762  1.348303104  1.472070264  1.315125194  1.487579588  1.183785946  1.411996255  1.639132289  1.349738524  1.383550419  1.287572555  1.145780709  1.378174583  1.171452335  1.125404853  1.435675437  1.388126044  1.598144005  1.382185257  1.500775355  1.402875216  1.574788879  1.483386105  1.448970624  1.386911353  1.518584222  1.473019639  1.243414903  1.424041244  1.508938541  1.450874338  1.459480629  1.092387705  1.337131426  1.664239275  1.348175778  1.247560735  1.580321975  1.387724535  1.594035804  1.337998333  1.228027226  1.616038881  1.309986338  1.661032307  1.523550807  1.621954502  1.466118213  1.221316175  1.472354085  1.255636385  1.664893526  1.359275888  1.485180021  1.486503608  1.353232184  1.616685442  1.643078238  1.410556621  1.458492562  1.570893388  1.663321815  1.553361346  1.326747509  1.325395856  1.389527608  1.587705974  1.49377467  1.667291519  1.179126774  1.407387609  1.700058739  1.146679567  1.544543821  1.601648447  1.529306299  1.660759756  1.13231514  1.455385189  1.304310892  1.62822273  1.516665887  1.523087071  1.696941551  1.663309174  1.475596748  1.517067566  1.645828974  1.618366994  1.638241353  1.652828114  1.179541513  1.691890378  1.582044327  1.549685939  1.689021574  1.698664192  1.675201513  1.673975915  1.482339674  1.560380685  1.616627916  1.430778684  1.626708777  1.688447236  1.612041733  1.699955248  1.698776824  1.703862422  1.691955081  1.68554795  1.652074331 |

# Supplementary material for: Fatty acid synthase inhibition improves hypertension-induced erectile dysfunction by suppressing oxidative stress and NLRP3 inflammasome-dependent pyroptosis through activating the Nrf2/HO-1 pathway
**Source:** Front Immunol. 2025 Jan 14;15:1532021. doi: 10.3389/fimmu.2024.1532021
**Supplement:** Supplementary file 10

**Table S5: Differential expressed genes between the normal and the spontaneously hypertensive rats (SHR) groups.**

# Supplementary material for: Fatty acid synthase inhibition improves hypertension-induced erectile dysfunction by suppressing oxidative stress and NLRP3 inflammasome-dependent pyroptosis through activating the Nrf2/HO-1 pathway
**Source:** Front Immunol. 2025 Jan 14;15:1532021. doi: 10.3389/fimmu.2024.1532021
**Supplement:** Supplementary file 11

**Supplementary Methods:**

1. ***Metabolomics Analysis***

To extract metabolites, powdered tissue samples were mixed with a dilution solution (acetonitrile: methanol: water, 4: 4: 2) and incubated at -20°C for 60 minutes. Subsequently, the samples were centrifuged at 15,000 rpm, 4°C for 5 minutes. The supernatant was collected, dried using a vacuum freeze dryer, and redissolved in 100 μL of a mixed solution (acetonitrile: water, 1: 1). The samples were centrifuged again at 15,000 rpm, 4°C for 5 minutes, and the supernatants were analyzed by liquid chromatography electrospray ionization tandem mass spectrometry (LC-ESI-MS/MS).

The relative signal intensity of the metabolites was normalized using standard samples, and log2 transformation was applied to the relative intensity. Data were analyzed following quality control. Raw data were converted from MS raw data (.raw) to mzXML format using ProteoWizard. Orthogonal partial least squares discriminant analysis (OPLS-DA) was conducted using SIMCA-P 14.1 (Umetrics, Umea, Sweden). Variable importance projection (VIP) values were derived from the OPLS-DA. Differential accumulated metabolites (DAMs) were identified based on VIP > 1 and P value < 0.05. 

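The VIP (variable importance in projection) summarises how much a metabolite weighs in the OPLS-DA model that separates the Norm and SHR samples. It is scaled so that the squared VIP averages to the cut-off value over all metabolites, and a metabolite above the cut-off therefore contributes more to the separation than the average metabolite. The P value is taken for each metabolite on its own. A metabolite that weighs in the model and differs between the groups on its own passes both criteria, and those that did are listed in Tables S3 and S4 for each ionization mode.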

Metabolic pathway analysis was performed using the KEGG compound database ([http://www.example.com/kegg/compound/](http://www.example.com/kegg/compound/" \t "/Users/chichi/Documents\x/_new)).

1. ***Transcriptome Analysis***

The outer urethra membrane of the penile cavernous body in rats was removed, and tissue RNA was extracted using TRIzol reagent (Invitrogen, Waltham, MA, USA). The quality and integrity of the RNA were assessed using the RNA Nano 6000 assay kit on a Bioanalyzer 2100 system (Agilent Technologies, CA, USA). Subsequently, cDNA libraries were constructed using the TruSeq RNA Sample Preparation Kit (Illumina, San Diego, CA, United States) according to the manufacturer's recommendations and sequenced on an Illumina platform.

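The counts behind the paper's Table S5 can be followed through DESeq2, a package that fits a negative binomial model to the counts of each gene and tests the group difference against a spread shared between genes of similar abundance. Its Wald test on the deposited counts gave a p-value for 17091 genes. For all genes in Table S5 these p-values were within 0.00192 of the table's on the log10 scale. In its default form DESeq2 leaves genes of low abundance out of the adjustment, after which 14809 genes had an adjusted p. With this form 1256 genes had an adjusted p under 0.05 from DESeq2 and 609 of them also had a log2FC over 1 in size, 414 higher and 195 lower in the SHR group. Of these 609 genes, 564 were in Table S5.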

Differentially expressed genes (DEGs) were identified using the DESeq2 R package. 

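In the paper's Table S5 the log2FC ran from -13.69 to 14.14, and its smallest size was 1.00, so that the table holds genes that changed by a log2FC over 1 in either direction. For the 552 genes with an FPKM above 0 in both groups, the table's log2FC differed by less than 6.7e-10 from the log2 ratio of the mean FPKM of the 3 SHR rats to that of the 3 Norm rats. In the other 35 genes one group was listed at an FPKM of 0 in all 3 rats, and the table's value was obtained when that mean was set to 0.001. The log2FC of these 35 genes depends on that setting, and their size is not a measured fold change. When DESeq2's p-values were adjusted over every gene that had one, in place of its default, 1194 genes had an adjusted p under 0.05. The log2 ratio of mean FPKM was over 1 in size for 587 of these, 426 higher and 161 lower in the SHR group, and all of them were in Table S5. This combination was chosen after the data were seen. With edgeR's quasi-likelihood test and no threshold on the fold change, 540 genes had an adjusted p under 0.05, 307 higher and 233 lower.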

Genes with a fold change (FC) > 1 and Q value < 0.05 were defined as DEGs. Gene Ontology (GO) , Kyoto Encyclopedia of Genes and Genomes (KEGG) ([https://www.genome.jp/kegg/](https://webvpn.njust.edu.cn/https/77726476706e69737468656265737421e7e056d22035665f730dc7a688/kegg/" \t "/Users/chichi/Documents\x/_blank)) and Reactome (reactome.org/) analyses were performed using the clusterProfiler R package to investigate the functional enrichment of the DEGs. Protein-protein interaction (PPI) networks were generated using the Search Tool for Retrieving Interacting Genes (STRING, [https://string-db.org/](https://webvpn.njust.edu.cn/https/77726476706e69737468656265737421e3e35395293725547c4686be9f/" \t "/Users/chichi/Documents\x/_blank)) and visualized with Cytoscape software ([https://cytoscape.org/](https://webvpn.njust.edu.cn/https/77726476706e69737468656265737421f3ee5593343369407b4686be9f/" \t "/Users/chichi/Documents\x/_blank)). The top five genes in the PPI networks were identified using CytoHubba.

How the deposited data were processed for this re-analysis (not part of the article)

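RNA-seq of penile cavernous tissue was analysed for 3 Norm (Wistar-Kyoto) and 3 SHR rats, with 1 library per rat. The other experiments of the paper (metabolomics, staining, PCR, cell culture and the C75 treatment) were not analysed here.

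The authors deposited 2 tables for each library. The first holds whole-number counts of fragments per gene, not normalized, and the second holds FPKM values, which the authors computed from counts, gene length and library size. The paper's text names TRIzol extraction, the TruSeq kit, an Illumina platform and DESeq2, and does not name the aligner, the counting program, the genome build or the annotation. Both tables list 23091 Ensembl rat genes in the same order, of which 17127 had at least 1 count in any library. Total counts per library were between 16608927 and 20017845. In 31 cases a gene had an FPKM above 0 and a count of 0, so the counts may be rounded estimates, and they were used as deposited. Reads shared between near-identical genes were assigned by the authors' counting, whose rule is not known here.

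Counts were tested with edgeR 4.0.16 in R 4.3.3 (TMM factors, filterByExpr, glmQLFit and glmQLFTest, Benjamini-Hochberg adjustment). A DEG had an adjusted p under 0.05 and a log2FC over 1 in size, the thresholds that the paper's Table S5 holds to. Standard errors of log2FC were derived from the test's F statistic. CPM values used library totals times TMM factors, and log2 CPM for principal components had a prior count of 2. A gene at or under 3 counts in every library of a group was taken as being at the limit of detection, and its fold change was computed against that limit as a lower bound. The limit was taken without the TMM factors, so no bound is given for ENSRNOG00000045797, where the scaled limit is higher. For single genes an exact two-sided permutation test on log2 CPM was also run, whose smallest p with 3 rats per group is 0.1.

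The alternatives set in advance were DESeq2 1.42.0, DESeq2's size factors inside edgeR, every gene with at least 1 count, genes with at least 10 counts in every library, the adjusted p alone, the replicate number as a block, limma 3.58.1 (limma-trend) on log2(FPKM + 1) and on log2(FPKM + 0.1) with an FPKM of at least 1 in at least 3 libraries, limma's voomWithQualityWeights, and leaving out each rat in turn. A further one, DESeq2 without its filter on low abundance and with the log2 ratio of mean FPKM, was chosen after the data were seen. Tables were joined with Python 3.11.15 and pandas 2.3.3.

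The tests were tried on simulated data in which 200 genes were changed by known folds, with the means, library sizes and spread of the real libraries. In the 13178 genes that passed the filter there, edgeR called 189 of the 197 changed genes, all in the right direction, and 14 unchanged genes.

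The genes to be named were fixed beforehand as the genes the paper names for the RNA-seq and the 5 rising and 5 falling DEGs with the smallest adjusted p among those without overlap between the groups. No list pairing the identifiers with names was available here, so only 2 identifiers were printed in each direction. For the same reason 9 genes of Figure 4C were identified by matching the values printed in the figure to Table S5. Another gene of that figure is not reported here. The match was to a single gene of the table for all 9, and for 7 of the 9 to a single one of all 23091 genes on the group means alone. Fasn, Acaca, Scd1, Acsl1, Dgat2, PPAR-γ, the genes of Figure 5A and the tests of gene lists, cell-type lists and pathways could not be placed without such a list and were not analysed here. This is a limit of this work and not of the identifiers.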

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

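The tests in this part were chosen after the patterns were seen.

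Genes that were present in 2 of the 3 SHR rats and in no other library drew attention as a signal in genes that the paper's Table S5 leaves out. With at least 20 counts taken as present and at most 3 as absent, 17 genes were present in SHR replicates 1 and 3 only, 12 of them outside Table S5. Another 17 genes were present in SHR replicates 2 and 3 only, 8 of them outside Table S5. None of the other 13 pairs of libraries had more than 1 such gene. SHR replicate 3 held both sets. The first set summed to 1168, 5 and 1911 counts in SHR replicates 1, 2 and 3, and the second to 10, 2293 and 1441. None of the 34 genes entered edgeR's test, whose filter asks for counts in at least 3 libraries, and 5 of the first set and 9 of the second are in Table S5. With at least 10, 30 or 50 counts in place of 20, each set had 33 genes at the lowest of these settings, the first had 10 and 7 at the higher ones, and the second 11 and 7.

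Too little depth is argued against by the total counts of the libraries that lacked the genes. SHR replicate 2, which lacked the first set, had 111% of the total of SHR replicate 1. SHR replicate 1, which lacked the second set, had 97.8% of the total of SHR replicate 3. RNA passed from one SHR library to the other is argued against by the other genes. The genes of each set would need a share of 66.7% passed from SHR replicate 3 to replicate 1, or of 68.4% from replicate 2 to replicate 3, and of more than the whole in the reverse directions. Of the genes with at least 100 counts in the source, the 34 genes left out, 24 of 10308 and 29 of 10382 had less than 50% of that share in the receiving library, where passed RNA would have carried all of them. Most genes are present in both libraries in any case, so the argument rests on these few.

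What stays open is other tissue in the sampled pieces, as the paper describes the outer urethra membrane in different ways in its main text and its Supplementary Methods. The genes of SHR replicates 1 and 3 were chosen again with each Norm library left free in turn. With Norm replicate 2 free there were 31 genes, of which 29 had counts in it and 14 had more than 3. With Norm replicate 1 free, 2 of 17 genes had counts in it and none had more than 3. With Norm replicate 3 free, 6 of 21 had counts in it and 4 had more than 3. RNA passed from SHR replicate 3 was examined as a source of the trace in Norm replicate 2, with 15 genes present in all SHR rats. They would then have 36.4 counts in Norm replicate 2 and had 19, near the 17 of Norm replicate 3. These counts are too few to decide, as 10 of the 19 came from a single gene, so passed RNA stays open for this trace. A joint appearance in a rat of the other strain is consistent with a tissue component that varies between pieces, but it cannot be told apart from a program switched on in single rats, because the genes are not named and no marker list could be applied. Of the 31 genes, 8 are in Table S5. A biological difference between individual SHR rats was not tested.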

How the results depend on the processing

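The number of DEGs was 345 (219 higher and 126 lower in the SHR group). It stayed within 1.5 times of this, in total and in each direction, with DESeq2's size factors inside edgeR, with every gene with at least 1 count, with at least 10 counts in every library, and with log2(FPKM + 0.1). DESeq2 gave 609 (414 higher, 195 lower) and limma's voomWithQualityWeights 635 (429 higher, 206 lower). Of the 345 genes, 343 and 334 were called by these as well. Limma-trend on log2(FPKM + 1) gave 213, of which 64 were lower. The adjusted p alone gave 540, of which 233 were lower. DESeq2 without its filter on low abundance and with the log2 ratio of mean FPKM, chosen after the data were seen, gave 587 (426 higher). Apart from the dropped fold-change threshold, which by construction adds genes, the cause of these changes was not tested. More genes were higher than lower under every one of these settings.

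Across the 6 fits that each left out one rat, there were from 156 to 486 DEGs, from 102 to 357 higher and from 50 to 129 lower. The lowest total came without SHR replicate 1. It left 106 higher and 50 lower. There were 181 (122 higher, 59 lower) without Norm replicate 2, 179 (102 higher, 77 lower) without Norm replicate 3 and 201 (127 higher, 74 lower) without SHR replicate 3. These fits have fewer rats, by construction. Without Norm replicate 1 there were 314. Without SHR replicate 2, in contrast, 357 genes were higher and 129 lower, and 266 of all 486 were among the 345. The share of DEGs that were higher was 73.5% there, against 63.5% with all rats.

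The first principal component carried 54.6% of the variance, and 48.8% with every gene with at least 1 count and 49.3% with at least 10 counts in every library. It carried from 52.6% to 64.9% with one rat left out, the highest without SHR replicate 2.

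With the replicate number as a block, 248 genes were called, 155 higher and 93 lower. The paper states no pairing by replicate number. Rats with the same number deviated from their group means with correlations over genes of -0.04, -0.15 and -0.12. These values give no sign of pairing, but so few pairs cannot exclude it.

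For the 13 genes named in the text, the 176 values under the alternatives set before the data were examined all kept their direction. The call stayed the same in 145, was lost in 23 and was gained in 8. The correlation over genes of SHR replicate 1 minus replicate 3 with SHR replicate 2 minus the Norm mean, 0.04, became -0.11 with every gene with at least 1 count. A gene with 3 counts stands at 0.150 to 0.181 CPM, which limits fold changes of genes absent from one group to lower bounds.

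The tests of gene lists, the hub genes, the genes of Figure 5A and the fit with an adipocyte covariate were not run. No list pairing the identifiers with names was available here.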

Differences from the paper's values

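The paper reports 587 DEGs, and edgeR's quasi-likelihood test gave 345. Of the alternatives set before the data were examined, DESeq2 (609), every gene with at least 1 count (407), limma's voomWithQualityWeights (635), the adjusted p alone (540) and the fit without SHR replicate 2 (486) came within 1.5 times of the paper's number, and the others did not.

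For genes higher in the SHR group, the paper reports 426, and edgeR's quasi-likelihood test gave 219. DESeq2 (414), voomWithQualityWeights (429), the adjusted p alone (307) and the fit without SHR replicate 2 (357) came within 1.5 times of it, and the other alternatives set before the data were examined did not. For genes lower in the SHR group the paper's 161 and the 126 found here were within 1.5 times of each other. DESeq2 (195), its size factors inside edgeR (130), every gene with at least 1 count (142) and voomWithQualityWeights (206) also came within 1.5 times. So did the adjusted p alone (233) and the fits without Norm replicate 1 (112) and without SHR replicate 2 (129). The other alternatives set before the data were examined did not, with between 50 and 101.

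DESeq2's p-values adjusted over all 17091 genes that had one, together with the log2 ratio of mean FPKM, gave 587 genes, 426 higher and 161 lower, and the same genes as the paper's Table S5. This setting was chosen after the values were seen. With the SHR libraries scaled down by 0.2 on the log2 scale in edgeR, also chosen after the values were seen, there were 491 DEGs, 220 of them higher. The paper's Supplementary Methods name DESeq2. Of the genes in Table S5, 258 were not called by edgeR. Among these, 71 were not tested for low counts, 180 had an adjusted p of 0.05 or more (up to 0.172) and 7 had a log2FC within 1. Another 16 genes were called by edgeR and are not in Table S5.

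The legend of Figure 4C presents its genes as those with the largest change. In Table S5 the 9 of these genes that were analysed ranked between 114 and 569 by the size of log2FC. Sorted by identifier, the same 9 held ranks 2 to 10 there, so they follow the order of identifiers and not the size of change. Of these genes, Cdk1, Megf6 and Scube3 are DEGs in the paper and were not called by edgeR with all rats. Cdk1 was called with DESeq2, log2(FPKM + 0.1) and voomWithQualityWeights, Megf6 with DESeq2, voomWithQualityWeights, every gene with at least 1 count and without SHR replicate 2, and Scube3 with DESeq2. All 3 were called with DESeq2's p-values and the log2 ratio of mean FPKM, chosen after the values were seen. Megf6 was also called with the SHR libraries scaled down by 0.1 or 0.2, chosen in the same way, while Col11a2 lost its call with 0.2.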

Other observations

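Apart from the splits of the rats and the genes with very large fold changes, the tests in this part were chosen after the patterns were seen.

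Only the real grouping gave DEGs. Of the 10 splits of the 6 rats into 3 and 3, 1 gave as many as 345 DEGs, the real one, and the other 9 gave 0. Each of the other 9 mixes the strains in both groups. A difference between the strains then widens the spread within groups, which makes few calls likely by construction. Those 9 had between 156 and 920 genes at an unadjusted p under 0.05, against 2731 for the real split. With 10 splits the share cannot fall under 0.1, so this count alone cannot exclude that the grouping arose by chance.

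Very large fold changes occurred in both directions. Of the 45 DEGs with a log2FC over 5 in size (34 higher, 11 lower in the SHR group), 24 were at or under 3 counts in all 3 rats of one strain and had at least 10 counts in each rat of the other. Over all genes, 21 had at most 3 counts in every Norm rat and at least 10 in every SHR rat, and 10 the reverse, 29 of these 31 being in the paper's Table S5. The other 9 splits of the rats gave at most 5 such genes. A difference in sequence or copy number between the strains, for example one that keeps reads from being counted, may account for some of the 24, but it cannot be told apart from a change in expression, because strain and blood pressure differ together in this design and the reads were not analysed here.

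The genes higher in the SHR group were lowest in SHR replicate 2. Among the 219 genes called higher, SHR replicate 2 was the lowest of the SHR rats in 151, where chance gives 33.3%. SHR replicate 1 was lowest in 23 and replicate 3 in 45. Their median log2 ratio of SHR replicate 2 to the mean of the other SHR rats was -0.50. Library size or scaling is argued against by the median of the same ratio over the 126 genes called lower, 0.020, since scaling shifts all genes alike. RNA from Norm tissue in this library is argued against by 12 genes with at least 10 counts in every Norm rat and at most 3 in SHR replicates 1 and 3, chosen without regard to SHR replicate 2. They reached there 0.442% of their mean Norm level, against 0.442% in SHR replicate 3 and 1.02% in SHR replicate 1 for genes chosen in the same way. A difference from Norm that is weaker in both directions in SHR replicate 2 stays open. Among the genes called lower, SHR replicate 2 was the SHR rat nearest to Norm in 46, and replicates 1 and 3 in 36 and 44. Among the genes called lower without SHR replicate 2, its median log2 ratio to the Norm mean was -1.23, against -1.48 in the other SHR rats together. A rat left out of the choice of genes may lie nearer to Norm for that reason, as SHR replicate 1 did (-1.97 against -2.12) and SHR replicate 3 did not (-1.68 against -1.67), so this cannot be told apart from the choice of genes. A component of the tissue, or a set of genes regulated together, that differs in amount between the SHR rats also stays open, and these cannot be told apart without gene names. The difference between SHR replicates 1 and 2 correlated over genes with that between SHR replicate 3 and the Norm mean (r = 0.42), which shares no library with it, and replicate 3 minus 2 with replicate 1 minus Norm (r = 0.37). The value for replicate 1 minus 3 with replicate 2 minus Norm was 0.04. Within the Norm group the 3 corresponding values were between -0.07 and -0.03. Genes are not independent replicates, so no p-value is given. A difference in disease state between the SHR rats was not tested.

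A component that SHR replicate 2 lacks altogether is not the whole of the difference, though one present there in a smaller amount stays open. Of the 357 genes called higher without this rat, 258 (72.3%) were above all 3 Norm rats in it, against 29.6% of all tested genes. The size was smaller there, with a median log2 ratio to the Norm mean of 0.94, against 2.51 for the other SHR rats together (0.1 CPM added). Of the 129 genes called lower without it, 121 (93.8%) were below all 3 Norm rats in it, against 29.3% of all tested genes. With SHR replicate 1 left out, 91 of the 106 genes called higher were above the Norm rats in it. With SHR replicate 3 left out, all 127 genes called higher and all 74 called lower were beyond the Norm rats in it.

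More DEGs were higher than lower in the SHR group. Library scaling stays open as a reason. When the SHR libraries were scaled down by 0.1 on the log2 scale against the Norm libraries, 53.6% of the DEGs were higher. With 0.2 it was 44.8%, against 63.5% without a shift. An imposed shift lowers this share by construction, so these values show only how large a scaling error would be needed. The excess remained with DESeq2's size factors inside edgeR (62.8%), log2(FPKM + 1) (70.0%) and log2(FPKM + 0.1) (68.4%). A scaling error cannot be told apart from a real difference in number, because no added standard gives the true scale. The other scalings that were tried moved the median log2FC of all genes by less than 0.1. Gene length, as implied by counts and FPKM, had a Spearman correlation of 0.0013 with log2FC over the 13299 tested genes, which argues against a length bias. A biological reason for the difference in number was not tested. GC content was not tested, because no genome was used here.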
